# Comparative Analysis of Transcriptomic Response of Escherichia coli K-12 MG1655 to Nine Representative Classes of Antibiotics

**DOI:** 10.1128/spectrum.00317-23

**Published:** 2023-02-28

**Authors:** Luyao Bie, Mengge Zhang, Juan Wang, Meng Fang, Ling Li, Hai Xu, Mingyu Wang

**Keywords:** *Escherichia coli*, antibiotics, transcriptomics, stress response, environment adaptation, comparative analysis

## Abstract

The use of antibiotics leads to strong stresses to bacteria, leading to profound impact on cellular physiology. Elucidating how bacteria respond to antibiotic stresses not only helps us to decipher bacteria’s strategies to resistant antibiotics but also assists in proposing targets for antibiotic development. In this work, a comprehensive comparative transcriptomic analysis on how Escherichia coli responds to nine representative classes of antibiotics (tetracycline, mitomycin C, imipenem, ceftazidime, kanamycin, ciprofloxacin, polymyxin E, erythromycin, and chloramphenicol) was performed, aimed at determining and comparing the responses of this model organism to antibiotics at the transcriptional level. On average, 39.71% of genes were differentially regulated by antibiotics at concentrations that inhibit 50% growth. Kanamycin leads to the strongest transcriptomic response (76.4% of genes regulated), whereas polymyxin E led to minimal transcriptomic response (4.7% of genes regulated). Further GO, KEGG, and EcoCyc enrichment analysis found significant transcriptomic changes in carbon metabolism, amino acid metabolism, nutrient assimilation, transport, stress response, nucleotide metabolism, protein biosynthesis, cell wall biosynthesis, energy conservation, mobility, and cell-environmental communications. Analysis of coregulated genes led to the finding of significant reduction of sulfur metabolism by all antibiotics, and analysis of transcription factor-coding genes suggested clustered regulatory patterns implying coregulation. In-depth analysis of regulated pathways revealed shared and unique strategies of E. coli resisting antibiotics, leading to the proposal of four different strategies (the pessimistic, the ignorant, the defensive, and the invasive). In conclusion, this work provides a comprehensive analysis of E. coli’s transcriptomic response to antibiotics, which paves the road for further physiological investigation.

**IMPORTANCE** Antibiotics are among the most important inventions in the history of humankind. They are the ultimate reason why bacterial infections are no longer the number one threat to people’s lives. However, the wide application of antibiotics in the last half a century has led to aggravating antibiotic resistance, weakening the efficacy of antibiotics. To better comprehend the ways bacteria deal with antibiotics that may eventually turn into resistance mechanisms, and to identify good targets for potential antibiotics, knowledge on how bacteria regulate their physiology in response to different classes of antibiotics is needed. This work aimed to fill this knowledge gap by identifying changes of bacterial functions at the transcription level and suggesting strategies of bacteria to resist antibiotics.

## INTRODUCTION

Stress response pathways are key tools for bacteria to adapt to fluctuating environments. They allow cells to react to unfavored or even lethal environmental conditions, survive harsh times, and preserve cellular functional integrity after damage. These stress response pathways cover a wide range of cellular physiological aspects, including cell cycle regulation, chromosome maintenance, DNA damage repair, induction of molecular chaperones, degradation of damaged proteins, and certain aspects of metabolism (1, 2). The stress response to various signals has been a central topic of microbiology in the past century.

Antibiotics are an ancient yet also new environmental stress signal that modern bacteria encounter. These bactericidal chemical agents were originally synthesized by a variety of organisms, such as multicellular fungi and soil bacteria, and existed on Earth for millions of years (3). On the other hand, the discovery of antibiotics in the early 1900s and their subsequent wide medicinal applications have led to a burst of synthesis and usage of both old and novel, previously unseen antibiotics, resulting in significantly elevated antibiotic levels in the environment and a much higher frequency of bacteria meeting with high concentrations of antibiotics (4). Therefore, although stress response mechanisms against antibiotics should have existed for a very long time, they have met unprecedented stress for evolution in the past century, which is a new issue to solve.

To date, several dozens of classes of antibiotics have been used in medical and agricultural sectors. As different classes of antibiotics have distinct primary cellular targets, the bacterial killing mechanism is specific to each antibiotic class. For instance, β-lactams induce a lethal malfunctioning of the bacterial cell wall synthesis (5), aminoglycosides lead to mistranslation of peptides and membrane damage (6), fluoroquinolones cause DNA cleavage by inhibiting DNA gyrase or topoisomerase IV (7), and tetracyclines inhibit protein synthesis by binding to the 30S ribosomal subunit (8). Therefore, the types of stress that bacteria are exposed to by different classes of antibiotics are by nature different, although similarities exist as universal mechanisms to prevent cellular damage is present.

Determining these similarities and differences in how bacteria respond to antibiotics is of interest both scientifically and practically. The biggest threat that jeopardizes antibiotic application today is antimicrobial resistance (AMR). AMR is a mechanism that reduces or even eliminates the bactericidal effects of antibiotics. It is projected to become the biggest cause of death by 2050, leading to 10 million lost lives annually worldwide if the current AMR situation continues (9). AMR emerges and develops in response to the evolutionary pressure of antibiotics. Therefore, bacterial stress responses to antibiotics not only are a mechanism for bacteria to resist antibiotics but can also lead to the development of new AMR mechanisms. For these reasons, a comprehensive analysis of bacterial response to antibiotics is required for understanding both the mechanism which bacteria exploit to reduce antibiotic effectiveness and how new AMR mechanisms may evolve.

Transcriptomic and proteomic responses of bacteria toward some antibiotics have been reported. Exposure of Escherichia coli to β-lactams, rifampin, aminoglycosides, fluoroquinolones, tetracycline (TET), and imipenem (IPM) leads to the induction of the RpoS regulon (10), increased expression of *rpoB* and several genes involved in nucleotide salvage and purine biosynthesis (10), induction of heat shock proteins (11), increased transcription of genes participating in the SOS pathway (12, 13), promotion of glycolysis/gluconeogenesis metabolism (12), and induction of the oxidative stress response (14). A recent study also compared the transcriptomes of different E. coli strains, including E. coli K-12 MG1655, investigated in this work (15). For Haemophilus influenzae, chloramphenicol (CHL), erythromycin (ERY), fusidate, and tetracycline lead to increase of total RNA synthesis under the control of the stringent factor guanosine 5′,3′-bis-diphosphate (ppGpp), while rifampin leads to fast cessation of RNA synthesis (16); novobiocin and ciprofloxacin (CIP) induce DNA gyrase and represses topoisomerase I expression, while ciprofloxacin also induces the SOS response (17). For Pseudomonas aeruginosa, tobramycin leads to heat shock response and stimulated efflux mechanisms (18). For Acinetobacter baumannii, amikacin, imipenem, meropenem, or tigecycline treatment leads to increased expression of genes associated with transposable elements (19, 20), ceftazidime treatment leads to increased expression of toxin/antitoxin systems (21), and polymyxin leads to upregulation of membrane biogenesis and homeostasis, lipoprotein and phospholipid trafficking, and efflux pump and poly-*N*-acetylglucosamine biosynthesis, as well as downregulation of fatty acid biosynthesis (22). In addition to Gram-negative bacteria, transcriptional responses of Gram-positive bacteria to bactericidal agents have also been reported, including the response of Bacillus subtilis to chloramphenicol, erythromycin, gentamicin (23); the response of Streptomyces coelicolor to vancomycin, moenomycin A, and bacitracin (24); the response of Streptococcus pneumoniae to puromycin, tetracycline, chloramphenicol, and erythromycin (25); the response of Staphylococcus aureus to oxacillin, d-cycloserine, bacitracin, and ampicillin (26, 27); and the response of Mycobacterium tuberculosis to isoniazid (28).

Despite this progress, systematic investigations and comparisons of bacterial responses to antibiotics are still needed. Novel approaches were used in recent years to predict mode of action by transcriptomic or proteomic profiling of different antibiotics as performed in E. coli (29, 30), but these investigations were primarily aimed at developing antibiotic mechanism prediction models. Therefore, in this work, aimed at a systematic analysis of transcriptomic response of bacteria to different classes of antibiotics and elucidating shared and unique responses of different antibiotics, we used Escherichia coli K-12 strain MG1655 as a model system to analyze the dynamic transcriptional response to subinhibitory concentration of nine different representative classes of antibiotics—tetracycline, mitomycin C (MMC), imipenem, ceftazidime (CAZ), kanamycin (KAN), ciprofloxacin, polymyxin E (PME), erythromycin, and chloramphenicol—providing a comprehensive interpretation and comparison of the responses of E. coli to various classes of antibiotics.

## RESULTS

### Transcriptomes of E. coli exposed to subinhibitory concentrations of antibiotics.

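RNA from 33 cultures of E. coli K-12 MG1655 was sequenced, 3 replicates for each of 11 groups: the 9 antibiotics (given at the concentration that inhibited 50% of growth), the water control and the ethanol control. The authors made directional libraries, sequenced them on an Illumina HiSeq, mapped the reads with Bowtie2 and counted them on genes with HTSeq. They deposited, for each library, the read count and the FPKM of 4498 genes. The counts are whole numbers without normalization. A whole-number length for each gene was solved from its FPKM values. With it, the FPKM equals the count divided by length and by the total count of the library (100% of values with a count above 0, relative tolerance 0.001). Versions, read filters and the strand setting are not given in the sources used here.

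The median total count per library, with its range over the 3 replicates, was 7814864 (7050585 to 8666073) for CHL, 5826731 (5036058 to 6303657) for CIP, 6099580 (5798215 to 6472182) for ERY, 6437028 (5842837 to 6647882) for TET and 6522340 (5827656 to 7280636) for CAZ. It was 6619034 (6556717 to 6960319) for IPM, 6427098 (6083654 to 6811507) for PME, 6380915 (6342168 to 7162697) for MMC, 5714686 (5370496 to 6068596) for KAN, 6254530 (5946084 to 7020091) for water and 7749292 (7687490 to 8350735) for ethanol. The paper's Table 1 gives the clean reads of the 3 replicates together, and for the 9 antibiotics the counts on genes come to between 40.1% (TET) and 43.1% (CAZ) of them; all values given here come from the counts. The transfer-messenger RNA gene *ssrA* took the largest share of counts in every library except PME replicate 3 (*tnaA*) and TET replicates 1 and 2 (*cspA*), on average 14.2% in water, 29.2% in ethanol, 20.2% in KAN and 3.85% in TET. Ribosomal RNA genes held at most 0.00228% of a library's counts.

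Each antibiotic was compared with its own control, ethanol for CHL and ERY and water for the other 7, in an edgeR 4.0.16 fit of those 6 libraries (TMM normalization, quasi-likelihood F test). The 4233 genes kept by filterByExpr over the 11 groups were tested, and genes with a Benjamini-Hochberg adjusted p below 0.05 were called upregulated or downregulated, with no fold limit, as the paper's threshold is stated. Scaling by total counts alone moved the median log2 fold change of all genes by more than 0.1 for every antibiotic, to 0.66 for CHL, 0.72 for CIP, 0.66 for ERY, 0.56 for TET, 0.16 for CAZ, 0.17 for IPM, 0.37 for PME, 0.41 for MMC and 0.72 for KAN, and directions given here are relative to TMM scaling. Tested on simulated counts with 200 changed genes, the test recovered between 33% (PME) and 82% (KAN) of them, and up to 12.0% of its calls were false (CAZ).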

In order to get a comprehensive picture of how E. coli responds to the pressure of antibiotics, we performed a transcriptomic analysis of E. coli treated with nine different antibiotics, each representing a major class of antibiotics: tetracycline (TET; tetracyclines), mitomycin C (MMC; mitomycins), imipenem (IPM; carbapenems), ceftazidime (CAZ; β-lactams), kanamycin (KAN; aminoglycosides), ciprofloxacin (CIP; quinolones), polymyxin E (PME; colistins), erythromycin (ERY; macrolides), and chloramphenicol (CHL; amphenicols). Most of these drugs have clinical applications. The responses of E. coli growth to treatment with different concentrations of antibiotics were determined (see Fig. S1 in the supplemental material). The antibiotic concentrations that inhibited 50% of growth (IC_50_) were used for transcriptomic analysis (Table S1).

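In mg/L, the description of the series gives these concentrations as 1.1 for CHL, 0.012 for CIP, 7 for ERY, 1.8 for TET, 0.12 for CAZ, 0.06 for IPM, 0.4 for PME, 1.4 for MMC and 1.6 for KAN.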

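Over the 4233 genes tested, the comparisons gave 1006 upregulated and 1002 downregulated genes under CHL, 1461 upregulated and 1304 downregulated genes under CIP and 1146 upregulated and 1210 downregulated genes under ERY. There were 1339 upregulated and 1328 downregulated genes under TET, 944 upregulated and 837 downregulated genes under CAZ and 726 upregulated and 841 downregulated genes under IPM, and 127 upregulated and 146 downregulated genes under PME, 1149 upregulated and 1121 downregulated genes under MMC and 1913 upregulated and 1672 downregulated genes under KAN. None of the other 9 ways of splitting the 6 libraries of a comparison into groups of 3 gave as many changed genes as the real one, and the largest number from any of them was 3 (CAZ). Each of these splits mixes treated and control libraries, so a real difference would widen the spread within its groups. Their low numbers are therefore no measure of chance.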

Treatment with antibiotics led to dramatic changes in the transcriptomes of E. coli (Table 1 and Table S2). An average of 1,786 genes were differentially expressed under antibiotic treatment using an adjusted *P* value of <0.05 (with the Benjamini-Hochberg procedure) as a threshold, accounting for 39.7% of the genome. 

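On average, 2141.3 genes (SD 920.61 across the 9 antibiotics) were differentially expressed per antibiotic, which is 47.6% of the 4498 genes in the files. In a single fit of all 33 libraries, PME changed 1361 genes in place of 273. For the antibiotics other than PME, every alternative with the same threshold and control kept the number within 1.5 times, except that IPM fell to 1021 genes without water replicate 3.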

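The 9 comparisons gave an average of 1090.1 upregulated and 1051.2 downregulated genes. Of the changed genes, between 46.3% (IPM) and 53.4% (KAN) were upregulated. This balance depends on the scaling: with libraries scaled by their total counts alone, 83.1% of the genes changed by CHL, 81.6% by ERY, 79.4% by PME and 79.0% by CIP were upregulated, and the smallest share was 59.7% (IPM).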

The average numbers of genes upregulated and downregulated under antibiotic stress were roughly equal (887 versus 899). Different antibiotics led to drastically different responses to the transcriptomes of E. coli. For kanamycin-treated E. coli, which was affected the greatest, 76.4% of the genome was differentially expressed, while for polymyxin E-treated E. coli, which was affected the least, only 4.7% of the genome was differentially expressed.

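KAN changed 3585 genes, 79.7% of the 4498 in the files, and PME changed 273, or 6.07%. With each of its 6 libraries left out in turn, the number of genes changed by KAN stayed between 3436 and 3595. That for PME ranged more widely, from 38 without water replicate 3 to 967 without PME replicate 3. It was 68 without water replicate 1, 105 without water replicate 2, 171 without PME replicate 1 and 174 without PME replicate 2. IPM fell from 1567 to 1021 genes without water replicate 3. The spread between replicates, as edgeR's common coefficient of variation, was 15.9% in the KAN comparison and 34.1% in the PME comparison, the largest of the 9.

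**Figure D1:**
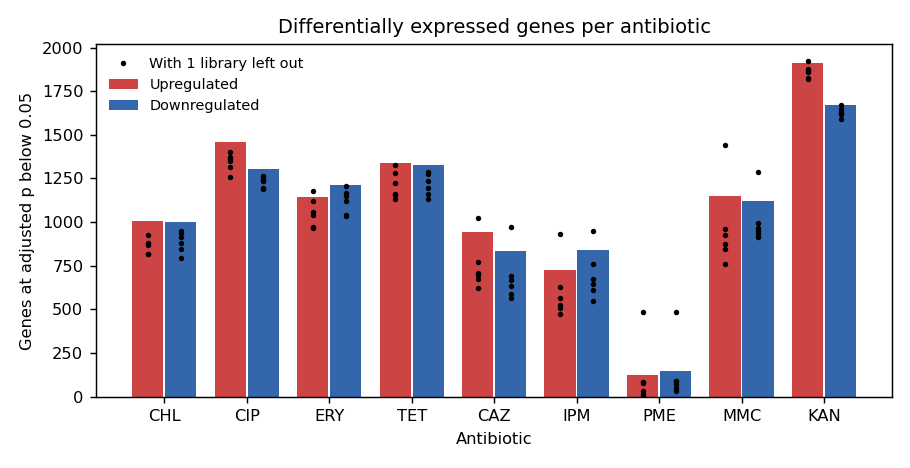
Genes upregulated (left bar of each pair) and downregulated (right bar) by each antibiotic at an adjusted p below 0.05, with the points giving the numbers when 1 library is left out. The points of PME lie the farthest from their bars relative to its 127 upregulated and 146 downregulated genes. The bars of KAN are the highest, at 1913 and 1672, and with 1 library left out its 2 numbers add up to between 3436 and 3595.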

**TABLE 1:** Properties of antibiotic-treated and control transcriptomes^*a*^

Antibiotic	No. of combined clean reads	No. of upregulated genes	No. of downregulated genes	No. of differentially expressed genes (% of genome)
TET	47,210,378	1,084	1,134	2,218 (49.3)
MMC	46,660,344	840	891	1,731 (38.5)
IPM	47,220,294	589	703	1,292 (28.7)
CAZ	45,569,046	654	719	1,373 (30.5)
KAN	41,109,090	1,821	1,614	3,435 (76.5)
CIP	41,592,902	1,177	1,135	2,312 (51.4)
PME	44,994,738	78	135	213 (4.7)
ERY	43,815,626	1,010	1,000	2,010 (44.7)
CHL	55,024,204	734	760	1,494 (33.2)
Water	44,581,540	NA	NA	NA
ETH	56,837,348	NA	NA	NA

a Three replicates were performed in all cases. NA, not applicable; ETH, ethanol.

By calculating and plotting the Pearson correlation between each transcriptome analyzed (Fig. 1A), we were able to see a good correlation between replicates (shown in black squares in Fig. 1A), confirming the validity of the methods undertaken. 

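The squared Pearson correlation (R²) across genes of log10(FPKM + 1) averaged 0.962 (SD 0.0242) over the 33 pairs of replicates. It was highest between the ERY replicates (mean 0.983) and lowest between the PME replicates (mean 0.916, lowest pair 0.887). Genes are not independent replicates, so no p-value is given. PME replicate 3 had a mean R² of 0.890 with its own replicates, and its nearest other group was CHL at 0.860. Without a logarithm the mean over replicates was 0.956 and the lowest pair 0.531.

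**Figure D2:**
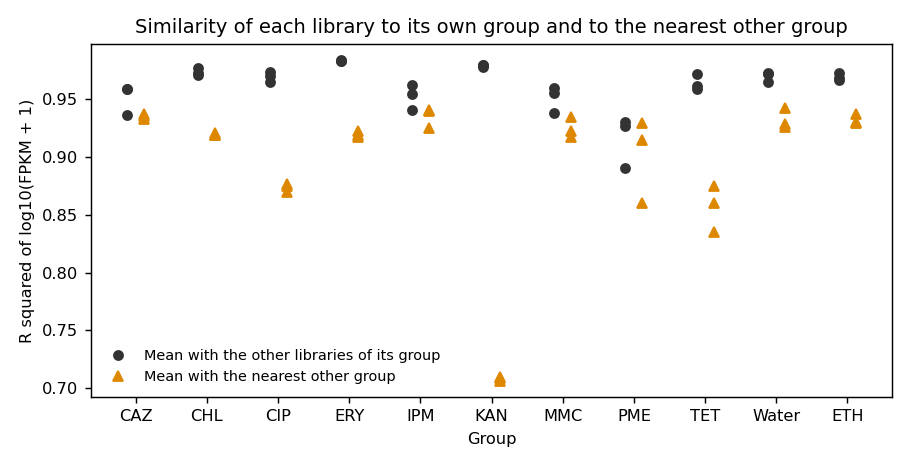
Mean R² of log10(FPKM + 1) of each library with the other libraries of its group (circles) and with the nearest other group (triangles). The circles of 10 groups lie above 0.93, and PME replicate 3 is the lowest circle at 0.890.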

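The 90 pairs of a KAN library with a library of another group had a mean R² of 0.637 (SD 0.0464, range 0.561 to 0.738). The 405 pairs between the other groups averaged 0.858 (SD 0.0432, range 0.746 to 0.955). The highest value of KAN with any group mean was 0.708, with CIP. Restricting the genes to the 4233 tested lowered the KAN mean to 0.576, and FPKM without a logarithm raised it to 0.697 against 0.761 for the other groups. With any KAN replicate left out it stayed between 0.636 and 0.641.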

One observation is that the correlations between transcriptomes of kanamycin-treated organisms and other transcriptomes are particularly low (Fig. 1A), suggesting that kanamycin led to a change of transcriptomes drastically different from the case with other antibiotics. This is further supported by clustering analysis of the gene expression profiles following treatment with each chemical (Fig. 1B).

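Complete linkage of the 11 group means of z-scored log10(FPKM + 1) joined KAN last, at a Euclidean distance of 151. The ethanol control joined before it, at 120, and all other groups had merged by 102. CAZ and IPM were the closest pair (45.9), followed by PME with water (61.4) and by CHL with ERY (66.6). MMC joined CAZ and IPM at 66.6, and CIP joined TET at 78.6. With average linkage and without z-scores, KAN also joined last. The ethanol and water controls were neighbours only without z-scores, at a distance of 14.8.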

**FIG 1:**
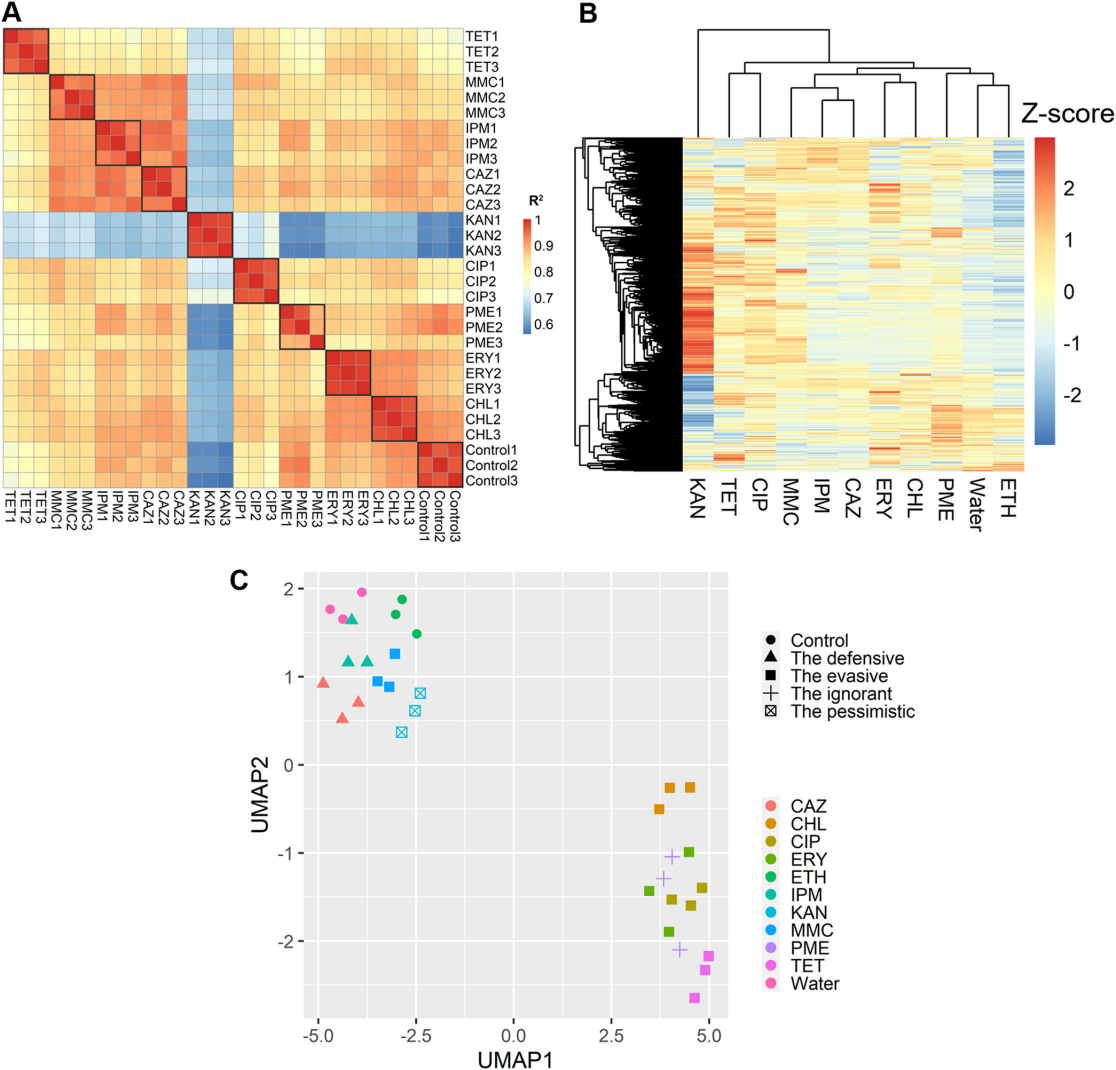
Comparison of transcriptomes of antibiotic-treated organisms. (A) Pearson correlation analysis of transcriptomes; (B) hierarchal clustering of transcriptomes; (C) UMAP analysis of transcriptomes.

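For this, 73 sets of genes were written by hand from their symbols, before the data were examined, for the pathways and functions named in Fig. 2. They are not the GO, KEGG or EcoCyc lists of the paper. A set was called in a direction when a one-sided Fisher's exact test of its share of changed genes against all other tested genes had a Benjamini-Hochberg adjusted p below 0.05 over all sets, antibiotics and directions, and more members changed that way than the other. Of 657 tests of a set under an antibiotic, 57 gave an upregulated call and 118 a downregulated call. Sets of 2 to 5 genes can rarely pass this test where many genes change, so medians and changed members are given with the calls. Over all set members, 3779 of 6633 gene comparisons were past the threshold, and 3910 were when adjusted over the list alone. Rotation tests of the same sets (fry) gave 120 upregulated and 300 downregulated calls, and camera with an estimated correlation gave 0 in either direction, with 17 upregulated and 34 downregulated at an unadjusted p under 0.05. Fisher's test treats genes as independent, while members of a set, such as genes transcribed together, can change together. Its p-values can therefore be too small.

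**Figure D3:**
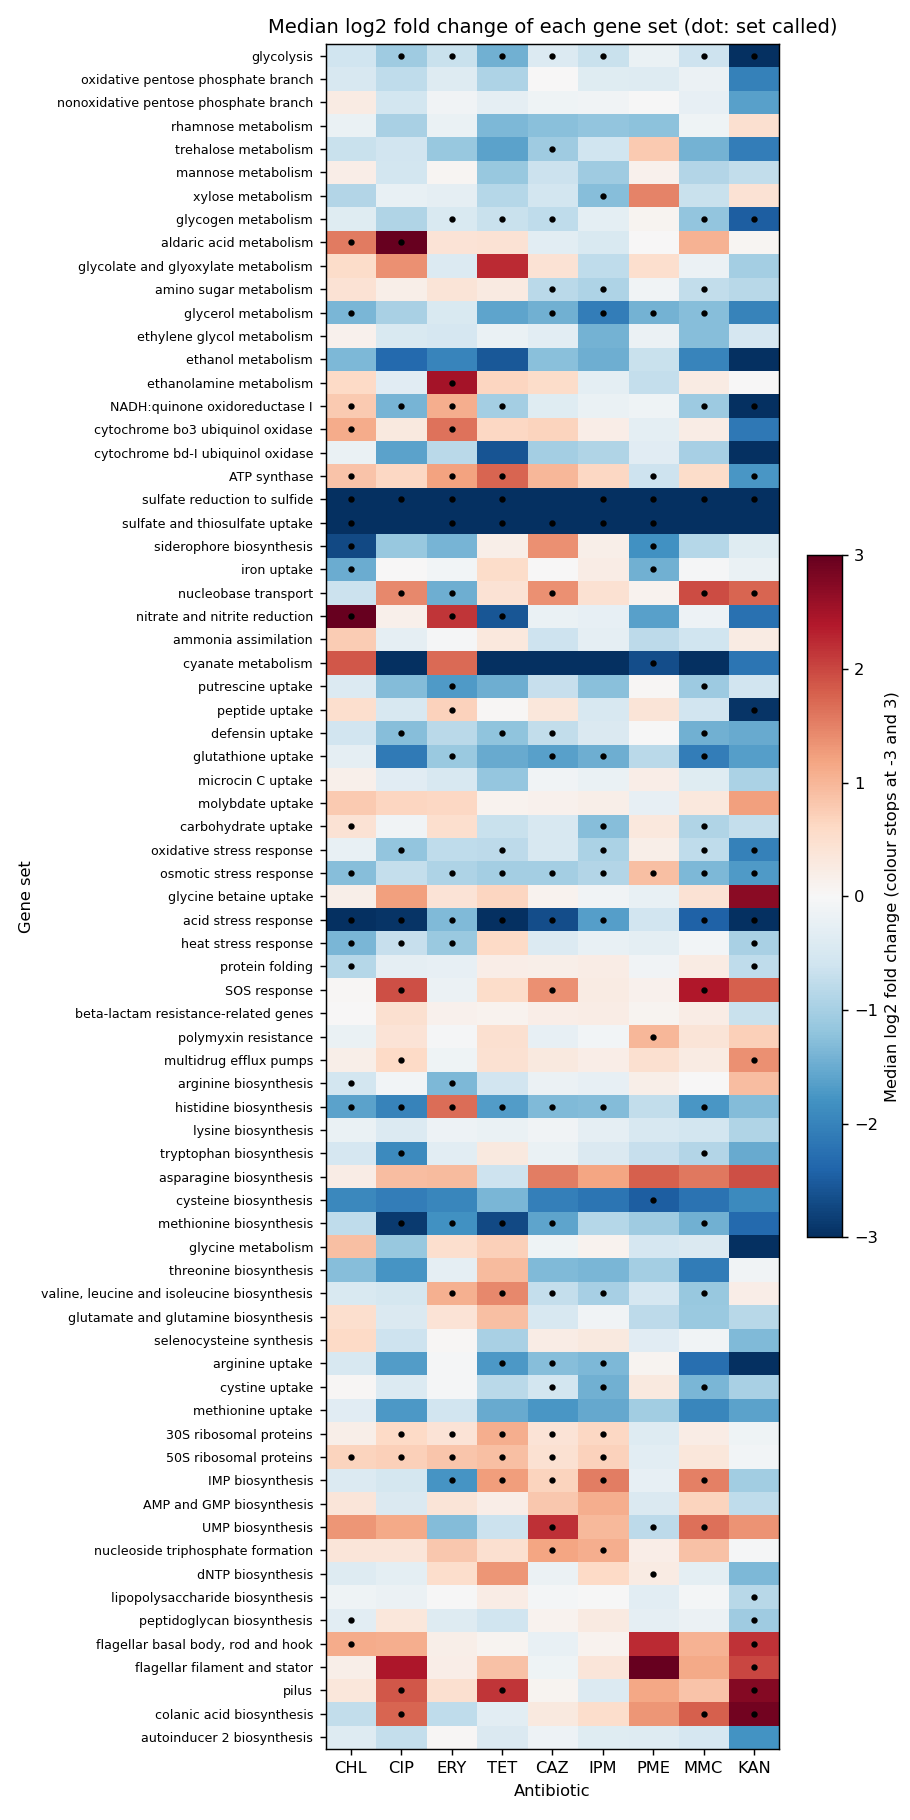
Median log2 fold change of the members of the 73 sets (vertical axis) under the 9 antibiotics (horizontal axis), with the colour scale ending at -3 and 3. A dot marks a set called by Fisher's exact test, 57 of them upregulated and 118 downregulated.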

Further functional enrichment analysis with gene ontology (GO) (Fig. S2 to S19), KEGG (Table S3), and EcoCyc (Table S4) identified significant transcriptomic changes in carbon metabolism, amino acid metabolism, nutrient assimilation, transport, stress response, nucleotide metabolism, protein biosynthesis, cell wall biosynthesis, energy conservation, mobility, cell-environmental communications, and other cellular functions, which are further reported in this section (Fig. 2).

**FIG 2:**
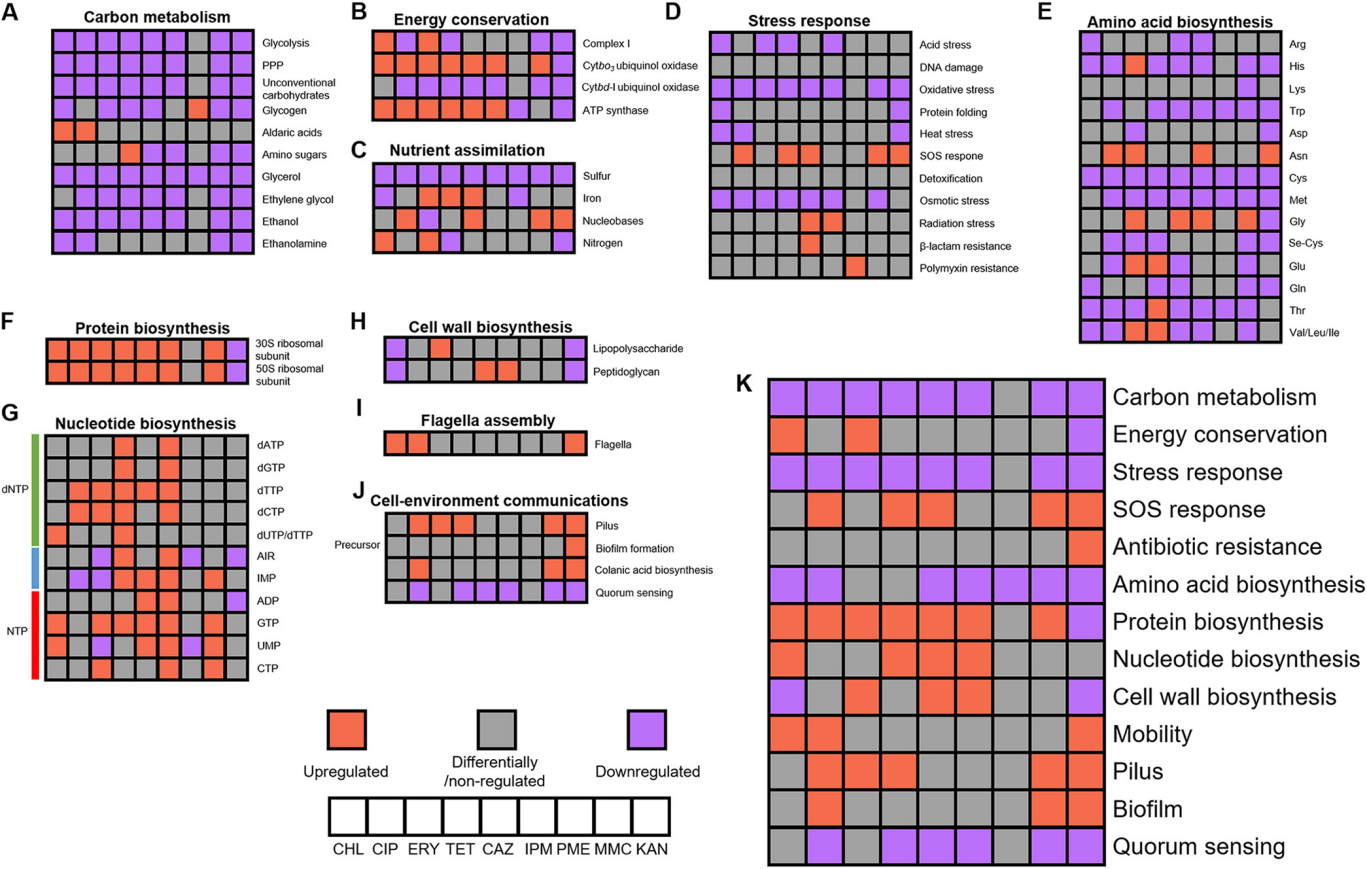
Transcriptomic response of metabolic pathways to antibiotics. (A) Carbon metabolism; (B) amino acid biosynthesis; (C) nutrient assimilation; (D) stress response; (E) nucleotide biosynthesis; (F) protein biosynthesis; (G) nucleotide biosynthesis; (H) cell wall biosynthesis; (I) flagellar assembly; (J) cell-environment communications; (K) comparison of physiological aspects impacted by antibiotics. AIR, 5-aminoimidazole ribonucleotide.

### Transcriptomic responses in carbon metabolism and energy conservation.

Carbon (particularly carbohydrate) metabolism and energy conservation lie at the very core of cellular function. Analysis of the transcriptomic response of carbon metabolism pathways revealed a generally downregulating pattern, with the exception of PME (Fig. 2A). 

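Of the 15 sets for carbon metabolism, the number called downregulated was 1 under CHL, 1 under CIP, 2 under ERY, 2 under TET, 5 under CAZ, 4 under IPM, 1 under PME, 4 under MMC and 2 under KAN. The number called upregulated was 1 under CHL, CIP and ERY, namely aldaric acid metabolism under CHL and CIP and ethanolamine metabolism under ERY, and 0 under the other 6, where Fisher's exact test at an unadjusted p under 0.05 gave 1 (PME) and fry gave 1 under PME, 1 under KAN and 2 under TET. The only carbon metabolism set called under PME was glycerol metabolism, which was downregulated. Without water replicate 1 or 3, that set was not called under PME (medians -1.12 and -1.38).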

For carbohydrate metabolism, the central glycolysis pathway was downregulated by all antibiotics but PME (Fig. S20A). 

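The glycolysis set holds 14 genes, from *glk* and *pgi* to *pykA* and *pykF*. Their median log2 fold change was -0.59 under CHL, -1.07 under CIP, -0.66 under ERY, -1.45 under TET, -0.42 under CAZ, -0.68 under IPM, -0.19 under PME, -0.63 under MMC and -3.11 under KAN. The number of genes downregulated was 8 under CHL, 12 under CIP, 9 under ERY, 14 under TET, 8 under CAZ, 10 under IPM, 0 under PME, 10 under MMC and 14 under KAN, and 1 was upregulated, under ERY. Calls of downregulation were made under CIP, ERY, TET, CAZ, IPM, MMC and KAN. Leaving out ERY replicate 1, 2 or 3 or ethanol replicate 3 removed the ERY call of the set (medians between -0.71 and -0.57), and leaving out CAZ replicate 1 or 2 or water replicate 1, 2 or 3 removed that under CAZ (medians between -0.47 and -0.40). Under IPM, the set was no longer called without water replicate 2 (median -0.60), and under MMC it was not called without MMC replicate 2 or 3 or water replicate 1, 2 or 3 (medians between -0.67 and -0.56). Without CHL replicate 1, 2 or 3 or ethanol replicate 1, 2 or 3, the set was also called under CHL (medians between -0.64 and -0.52). Under PME, no member passed the threshold in either direction in edgeR or DESeq2, and 1 was lower at an unadjusted p under 0.05 in edgeR.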

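*zwf* (b1852), *pgl* (b0767) and *gnd* (b2029) encode the oxidative branch. *zwf* was downregulated under CHL, CIP, ERY, TET and KAN, with the largest change under KAN (log2 fold change -2.02, standard error 0.101), and not called under CAZ (0.28). *pgl* was downregulated under CIP, TET, CAZ, IPM, MMC and KAN, from -2.26 under KAN to -0.75 under CIP. *gnd* was downregulated under CIP, ERY, TET and KAN, by less (-0.57 under CIP, -0.39 under ERY, -0.45 under TET and -0.82 under KAN). None of these genes was called under PME, where *pgl* had a log2 fold change of 0.49. Without ethanol replicate 2, *pgl* was also called under CHL (log2 fold change -0.64), and without PME replicate 3 it was called under PME (log2 fold change 0.74). *gnd* lost its ERY call without ERY replicate 1, 2 or 3 or ethanol replicate 1 (log2 fold changes between -0.41 and -0.27), and that under TET was lost without TET replicate 2 or water replicate 1 or 3 (log2 fold changes between -0.45 and -0.37). Total-count scaling raises every log2 fold change by about the shift of the median gene, which put *gnd* at 0.04 under CIP, 0.30 under ERY and 0.02 under TET and *zwf* at 0.13 under ERY.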

For another key carbohydrate metabolism pathway, the pentose phosphate pathway (PPP), at least one of the three key genes *zwf*, *pgl*, and *gnd* in the oxidative branch was downregulated upon treatment with antibiotics except for PME (Fig. S20B). 

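*talA* (b2464) had a log2 fold change of -1.80 under CHL, -2.49 under CIP, -1.74 under ERY, -1.93 under TET, -1.92 under CAZ, -1.81 under IPM, -2.79 under MMC and -5.51 under KAN, and was downregulated under these 8 antibiotics. *tktB* (b2465) was downregulated under the same 8, with -1.78 under CHL, -2.83 under CIP, -2.0 under ERY, -2.76 under TET, -2.15 under CAZ, -1.77 under IPM, -2.79 under MMC and -5.22 under KAN. In KAN the mean *talA* level in TMM-scaled CPM fell from 882 ± 190 (SD, n = 3) in water to 19 ± 5.16 (SD, n = 3). Under PME the log2 fold changes were 0.29 for *talA* and 0.17 for *tktB*, neither past the threshold. Under PME, *talA* was called with PME replicate 3 left out (log2 fold change 0.71). *tktB* gained a call under PME without PME replicate 3 (log2 fold change 0.61). The 7 genes of the nonoxidative branch had medians from -1.62 under KAN to 0.24 under CHL, and the set was not called under any antibiotic.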

Although divergent responses were found for the nonoxidative branch of PPP, *talA* and *tktB*, which encode transaldolase and transketolase, the two most important enzymes, were downregulated on all antibiotics but PME (Fig. S20C). 

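For rhamnose, the 4 tested *rha* genes had medians of -0.20 under CHL, -0.98 under CIP, -0.20 under ERY, -1.34 under TET, -1.25 under CAZ, -1.20 under IPM, -1.23 under PME, -0.13 under MMC and 0.48 under KAN. The 6 trehalose genes (*treA*, *treB*, *treC*, *treF*, *otsA* and *otsB*) gave -0.66 under CHL, -0.57 under CIP, -1.14 under ERY, -1.61 under TET, -1.06 under CAZ, -0.61 under IPM, 0.77 under PME, -1.41 under MMC and -2.06 under KAN, and the set was called downregulated under CAZ. Medians of the 4 mannose genes (*manX*, *manY*, *manZ* and *manA*) were 0.20 under CHL, -0.55 under CIP, 0.07 under ERY, -1.14 under TET, -0.65 under CAZ, -1.06 under IPM, 0.14 under PME, -0.87 under MMC and -0.74 under KAN. The 6 xylose genes had -0.88 under CHL, -0.23 under CIP, -0.28 under ERY, -0.85 under TET, -0.55 under CAZ, -1.27 under IPM, 1.49 under PME, -0.67 under MMC and 0.43 under KAN, with a call of downregulation under IPM. Without PME replicate 3, the rhamnose set was also called under PME (median -1.49). The trehalose set gained a call under TET without TET replicate 2 (median -1.52), and 1 under PME came without PME replicate 3 (median 1.21). Under TET, the mannose set was called with TET replicate 2 or water replicate 3 left out (medians -1.15 and -1.08). The xylose set gained a call under TET without TET replicate 2 (median -0.90). Its median under PME was -0.55 without PME replicate 3.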

Metabolic pathways for unconventional carbohydrates, including rhamnose, trehalose, mannose, and xylose, were also similarly regulated (Fig. S20D to H). Combined, these data support a downregulation of carbohydrate metabolism pathways upon treatment with antibiotics except for PME.

Polysaccharides, more specifically glycogen, can serve as energy reserves for E. coli. The metabolism of this carbohydrate was transcriptionally regulated similarly with other carbohydrate metabolism pathways upon treatment with antibiotics (Fig. S21). Downregulation of the glycogen metabolism pathway can be observed with CHL, ERY, TET, CAZ, MMC, and KAN, although *pgm*, which encodes a phosphoglucomutase catalyzing conversion of α-d-glucopyranose 1-phosphate to d-glucopyranose 6-phosphate, was upregulated by CHL and ERY. 

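The 9 genes of glycogen metabolism (*glgA*, *glgB*, *glgC*, *glgP*, *glgX*, *pgm*, *malP*, *malQ* and *malZ*) had median log2 fold changes of -0.37 under CHL, -0.91 under CIP, -0.46 under ERY, -0.68 under TET, -0.76 under CAZ, -0.30 under IPM, -1.18 under MMC and -2.47 under KAN. Downregulated members numbered 4 under CHL, 5 under CIP, 7 under ERY, 8 under TET, 8 under CAZ, 4 under IPM, 8 under MMC and 8 under KAN. It was called downregulated under ERY, TET, CAZ, MMC and KAN. Without ERY replicate 1, 2 or 3 or ethanol replicate 1 or 3, the set was not called under ERY (medians between -0.50 and -0.28), and without TET replicate 1 or 3 or water replicate 2 or 3 it was not called under TET (medians between -0.67 and -0.56). *pgm* (b0688) was upregulated under CHL (log2 fold change 0.66, standard error 0.123) and ERY (0.72, standard error 0.101) and downregulated under KAN (-0.98). *pgm* gained a call under MMC without MMC replicate 1 (log2 fold change -0.42).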

Unlike other antibiotics, PME led to upregulation of this pathway.

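Under PME, 2 of the 9 genes were upregulated and none downregulated, and their median log2 fold change was 0.08. The set was not called under PME by Fisher's exact test (adjusted p = 0.15 for upregulation).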

Carbon sources other than carbohydrates can also be utilized by E. coli, and regulation of their metabolic pathways was also observed in response to antibiotic treatment (Fig. S22). Upregulation of metabolism for aldaric acids galactarate and glucarate can be found for CHL and CIP (Fig. S22A). 

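The 8 *gar* and *gud* genes for galactarate and glucarate had a median log2 fold change of 1.55 under CHL, where 6 were upregulated, and 4.64 under CIP, where all 8 were. As a set, it was called upregulated under both, with every library left out in turn. Elsewhere the medians were 0.40 under ERY, 0.44 under TET, -0.31 under CAZ, -0.47 under IPM, 0.01 under PME, 1.05 under MMC and 0.05 under KAN, with 3 genes upregulated under ERY, TET and MMC and no call. Under KAN the sign of the median changed with relative log expression scaling.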

Metabolic pathways of the carboxylates glycolate and glyoxylate were upregulated on CIP and downregulated on IPM, MMC, and KAN (Fig. S22B). 

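For glycolate and glyoxylate, 10 genes (*glcA*, *glcB*, *glcD*, *glcE*, *glcF*, *glcG*, *gcl*, *hyi*, *glxR* and *glxK*) were tested. Their median was 1.37 under CIP, with 7 genes upregulated and none downregulated. It was -0.77 under IPM (3 downregulated), -0.19 under MMC (3 up, 4 down) and -1.02 under KAN (3 up, 6 down). TET had the highest median, 2.23, with 5 genes upregulated. No call was made with all libraries. Under TET, the set was called with TET replicate 3 left out (median 2.73).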

Metabolism pathways of amino sugars were differentially regulated by different antibiotics: they were upregulated by TET and downregulated by CAZ, IPM, MMC, and KAN (Fig. S22C). 

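Amino sugar metabolism was represented by 12 *nag*, *nan*, *mur* and *anmK* genes. Under TET their median was 0.26, with 4 upregulated and 2 downregulated. Medians of -0.82 under CAZ, -0.92 under IPM, -0.73 under MMC and -0.82 under KAN went with 10 under CAZ, 10 under IPM, 8 under MMC and 8 under KAN downregulated genes. The set was called downregulated under CAZ, IPM and MMC, and not under KAN, where 3 members were upregulated. Without MMC replicate 1, 2 or 3 or water replicate 1, 2 or 3, the set was not called under MMC (medians between -0.74 and -0.67). CHL and ERY, at 0.44 and 0.38, each had 6 members upregulated.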

For alcohols, glycerol metabolism pathways were downregulated on all antibiotics (Fig. S22D), ethylene glycol metabolism was downregulated on all antibiotics but CHL and PME (Fig. S22E), and ethanol metabolism was downregulated on all antibiotics but PME if we do not consider EutE as a major aldehyde dehydrogenase in ethanol metabolism (Fig. S22F). 

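The 12 glycerol genes (*glp*, *gldA* and *dha*) had median log2 fold changes of -1.38 under CHL, -0.96 under CIP, -0.45 under ERY, -1.57 under TET, -1.44 under CAZ, -2.07 under IPM, -1.43 under PME, -1.28 under MMC and -1.99 under KAN, below 0 for all 9 antibiotics. Downregulation of the set was called under CHL, CAZ, IPM, PME and MMC. Leaving out CAZ replicate 2 or 3 removed the CAZ call of the set (medians -1.48 and -1.28), and leaving out water replicate 1 or 3 removed that under PME (medians -1.12 and -1.38). For ethylene glycol, *fucO* and *aldA* had medians of 0.12 under CHL, -0.45 under CIP, -0.50 under ERY, -0.21 under TET, -0.32 under CAZ, -1.43 under IPM, -0.17 under PME, -1.28 under MMC and -0.50 under KAN. *aldA* was downregulated under CIP, ERY, TET, IPM, MMC and KAN, and *fucO* under ERY, CAZ, IPM and MMC. The ethanol genes *adhE*, *adhP* and *mhpF* had medians of -1.35 under CHL, -2.33 under CIP, -1.99 under ERY, -2.55 under TET, -1.25 under CAZ, -1.47 under IPM, -0.67 under PME, -1.98 under MMC and -4.05 under KAN, and all 3 were downregulated under CIP, ERY, TET, CAZ and MMC. None of them changed under PME. Neither of these smaller sets was called. *aldA* lost its TET call without TET replicate 2 or water replicate 2 or 3 (log2 fold changes between -0.74 and -0.70). Under CAZ, *aldA* was called with CAZ replicate 3 left out (log2 fold change 0.52). *fucO* lost its CHL call without CHL replicate 1 or 2 or ethanol replicate 1, 2 or 3 (log2 fold changes between 0.41 and 0.58), and that under ERY was lost without ERY replicate 2 or 3 (log2 fold changes -0.44 and -0.40). Without water replicate 1 or 3, *fucO* was not called under CAZ (log2 fold changes -0.65 and -0.59). *fucO* gained a call under TET without TET replicate 3 (log2 fold change 0.61), and 1 under PME came without PME replicate 3 (log2 fold change -0.90). Under KAN, *fucO* was called with water replicate 3 left out (log2 fold change 0.33).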

The ethanolamine metabolism pathway was downregulated in response to CHL, CIP, MMC, and KAN (Fig. S22G).

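The 17 *eut* genes moved in both directions. Downregulated and upregulated members numbered 1 and 9 under CHL, 5 and 1 under CIP, 5 and 1 under MMC and 6 and 2 under KAN. Their medians under these antibiotics were 0.59 under CHL, -0.33 under CIP, 0.25 under MMC and 0.01 under KAN, and the sign under KAN changed with relative log expression scaling. Calls of upregulation were made under ERY (median 2.50, 12 members), and was not called elsewhere. Under CHL, the set was called with CHL replicate 3 left out (median 0.65), and under CAZ it was called with CAZ replicate 3 left out (median 1.05).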

Analysis of transcriptomic response in energy conservation focused on four key complexes, NADH:quinone oxidoreductase I (complex I), cytochrome *bo_3_* ubiquinol oxidase, cytochrome *bd-I* ubiquinol oxidase, and the ATP synthase. The first three complexes are central for respiration, and the fourth complex is the primary machinery for ATP synthesis (Fig. 2B and Fig. S23). 

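The 5 genes of cytochrome *bo_3_* oxidase (*cyoA* to *cyoE*) had median log2 fold changes of 1.11 under CHL, 0.28 under CIP, 1.64 under ERY, 0.62 under TET, 0.67 under CAZ, 0.20 under IPM, -0.28 under PME, 0.22 under MMC and -2.13 under KAN. For cytochrome *bd-I* oxidase, *cydA* and *cydB* were tested, with medians of -0.21 under CHL, -1.61 under CIP, -0.80 under ERY, -2.59 under TET, -1.02 under CAZ, -0.90 under IPM, -0.34 under PME, -1.0 under MMC and -3.30 under KAN. The medians of the 2 oxidases had opposite signs for every antibiotic except PME and KAN. All 5 *cyo* genes were upregulated under CHL and ERY, where the set was called, and all 5 were downregulated under KAN, where it was not called. Without CHL replicate 1 or ethanol replicate 2 or 3, the *cyo* set was not called under CHL (medians between 0.90 and 1.05). The *cyo* set gained a call under TET without TET replicate 1 (median 0.83), and 1 under CAZ came without CAZ replicate 3 (median 0.88). Both *cyd* genes were downregulated under CIP, ERY, TET, CAZ, MMC and KAN, neither under CHL and PME. Under CAZ, *cydA* was no longer called without CAZ replicate 1 or 2 or water replicate 1 or 3 (log2 fold changes between -0.99 and -0.85), and under IPM it was not called without IPM replicate 2 (log2 fold change -0.92). *cydB* lost its ERY call without ERY replicate 3 (log2 fold change -0.46), and that under CAZ was lost without CAZ replicate 1 or 2 or water replicate 1, 2 or 3 (log2 fold changes between -1.14 and -0.85). Without IPM replicate 3, *cydB* was also called under IPM (log2 fold change -1.14).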

The two ubiquinol oxidases showed opposite regulatory patterns on nearly all antibiotics, except for KAN. 

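Under CHL, 12 of the 13 *nuo* genes of complex I were upregulated (median 0.79), as were 7 of the 9 *atp* genes of the ATP synthase (median 0.85), and both sets were called. Under KAN all 13 *nuo* genes (median -4.14) and 8 *atp* genes (median -1.74) were downregulated, and both sets were called in that direction. The *atp* set lost its CHL call without ethanol replicate 2 (median 0.81).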

Consistent regulation in energy conservation was found for CHL and KAN: upregulation for CHL and downregulation for KAN (Fig. S23). 

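Elsewhere, *nuo* genes were downregulated under CIP (13 of 13, median -1.38), TET (10, median -1.02) and MMC (11, median -1.09) and upregulated under ERY (12, median 1.08). The set was called in each case, with every library left out in turn. CAZ, IPM and PME had medians of -0.37, -0.20 and -0.13 and no call.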

The most important respiratory complex, complex I, was also downregulated for CIP, TET, and MMC and upregulated on ERY (Fig. S23). ATP biosynthesis was upregulated on CIP, ERY, TET, CAZ, and IPM and downregulated for PME (Fig. S23).

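The median log2 fold change of the *atp* genes was 0.62 under CIP, 1.2 under ERY, 1.75 under TET, 0.99 under CAZ and 0.62 under IPM, with 6 under CIP, 9 under ERY, 9 under TET, 5 under CAZ and 4 under IPM upregulated. It was called upregulated under ERY and TET and not under CIP, CAZ and IPM. Under PME 3 genes were downregulated (median -0.62), which was called. Under PME, the *atp* set was no longer called without PME replicate 1 or 2 or water replicate 1, 2 or 3 (medians between -0.66 and -0.58). The *atp* set gained a call under CAZ without CAZ replicate 3 or water replicate 3 (medians 1.2 and 1.01), and 1 under IPM came without IPM replicate 3 (median 0.86). MMC, with 5 members upregulated and 1 downregulated, had a median of 0.55.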

### Transcriptomic responses on nutrient assimilation.

Significant transcriptomic responses were observed on nutrient assimilation pathways under the stress of antibiotics (Fig. 2C). Sulfur assimilation by reducing sulfate to hydrogen sulfide was downregulated under the stress of all antibiotics (Fig. S24A), consistent with the downregulation of ABC transporter-coding genes for sulfate and thiosulfate (Fig. S25), suggesting global downregulation of sulfur assimilation. 

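The 6 genes that reduce sulfate to sulfide (*cysC*, *cysD*, *cysH*, *cysI*, *cysJ* and *cysN*) had medians of -3.28 under CHL, -4.81 under CIP, -4.47 under ERY, -3.49 under TET, -3.35 under CAZ, -4.49 under IPM, -5.28 under PME, -3.88 under MMC and -4.12 under KAN. All 6 were downregulated under 8 antibiotics and 4 under CAZ, where *cysH* (-2.54) and *cysI* (-3.23) missed the threshold. As a set, it was called downregulated under CHL, CIP, ERY, TET, IPM, PME, MMC and KAN. Under CAZ, the set was called with CAZ replicate 3 left out (median -5.38). For sulfate and thiosulfate uptake, *cysA*, *cysP*, *cysU*, *cysW* and *sbp* had medians of -3.44 under CHL, -5.30 under CIP, -4.57 under ERY, -4.16 under TET, -3.71 under CAZ, -4.55 under IPM, -6.16 under PME, -4.79 under MMC and -3.72 under KAN. Downregulated members numbered 5 under CHL, 4 under CIP, 5 under ERY, 5 under TET, 5 under CAZ, 5 under IPM, 4 under PME, 4 under MMC and 4 under KAN. *sbp* was downregulated under CHL, ERY, TET, CAZ and IPM and upregulated under KAN. The uptake set was called under CHL, ERY, TET, CAZ, IPM and PME. The uptake set lost its TET call without TET replicate 2 or water replicate 1 or 3 (medians between -4.44 and -4.03), and that under CAZ was lost without CAZ replicate 1 or 2 or water replicate 1, 2 or 3 (medians between -3.92 and -3.19). Under CIP, the uptake set was called with water replicate 2 left out (median -5.41), and under MMC it was called with water replicate 2 left out (median -4.89). *cysH* gained a call under CAZ without CAZ replicate 3 (log2 fold change -5.16). Without CAZ replicate 3, *cysI* was also called under CAZ (log2 fold change -6.33). *sbp* lost its TET call without TET replicate 2 or water replicate 1 or 3 (log2 fold changes between -1.15 and -0.86), and that under CAZ was lost without CAZ replicate 1 or 2 or water replicate 1 or 3 (log2 fold changes between -1.24 and -0.99). Under IPM, *sbp* was no longer called without IPM replicate 1 or 2 or water replicate 1 or 3 (log2 fold changes between -1.24 and -0.96), and under KAN it was not called without KAN replicate 1, 2 or 3 or water replicate 3 (log2 fold changes between 0.59 and 0.77). *sbp* gained a call under CIP without water replicate 2 (log2 fold change -0.81), and 1 under PME came without PME replicate 3 (log2 fold change -1.41). Without water replicate 2, *sbp* was also called under MMC (log2 fold change -0.99).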

Iron assimilation represented by siderophore biosynthesis was downregulated by CHL and PME but upregulated by ERY, TET, and CAZ (Fig. S24B). 

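The 7 *ent* genes of siderophore biosynthesis had medians of -2.71 under CHL, -1.15 under CIP, -1.41 under ERY, 0.17 under TET, 1.38 under CAZ, 0.17 under IPM, -1.83 under PME, -0.86 under MMC and -0.36 under KAN. They were downregulated under CHL (6 genes) and PME (5), where the set was called. Upregulated members numbered 2 under TET and 2 under CAZ. Under ERY, 4 members were downregulated and none upregulated against the ethanol control. Set against the water control, the median under ERY was 0.94. Under CHL, the set was no longer called without ethanol replicate 3 (median -2.32), and under PME it was not called without PME replicate 2 or water replicate 3 (medians -1.67 and -2.02). Without ethanol replicate 2, the set was also called under ERY (median -1.76), and without CAZ replicate 3 it was called under CAZ (median 1.83).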

The downregulation of iron uptake on CHL and PME and upregulation on ERY were also confirmed by analysis of transporter-coding genes (Fig. S25). 

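Among 22 genes of iron uptake (*fep*, *fes*, *exb*, *tonB*, *fhu*, *fec*, *cirA*, *fiu* and *feo*), 16 were downregulated under CHL (median -1.48) and 13 under PME (median -1.44), and both were called. Under ERY the median was -0.09, with 1 gene upregulated and 4 downregulated. TET had 9 upregulated and 6 downregulated members, and KAN 10 and 7. Leaving out water replicate 3 removed the PME call of the set (median -1.50). The median under CAZ, 0.00, changed sign with relative log expression scaling.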

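The 10 nucleobase transporter genes (*uraA*, *codB*, *xanP*, *xanQ*, *ghxP*, *ghxQ*, *adeP*, *adeQ*, *rutG* and *uacT*) had medians of -0.64 under CHL, 1.45 under CIP, -1.47 under ERY, 0.44 under TET, 1.37 under CAZ, 0.46 under IPM, 0.09 under PME, 1.97 under MMC and 1.75 under KAN. Upregulated members numbered 8 under CIP, 8 under CAZ, 8 under MMC and 10 under KAN, and the set was called upregulated in these comparisons. 8 members were downregulated under ERY, where it was called downregulated. Under ERY, the set was no longer called without ERY replicate 2 or 3 (medians -1.32 and -1.39).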

Transport of nucleobases (GO 0015292, nucleobase transmembrane transport activity) was upregulated on CIP, CAZ, MMC, and KAN and downregulated on ERY (Fig. S24C). 

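Of 23 *nar*, *nap*, *nir* and *nrf* genes for nitrate and nitrite, 21 were upregulated under CHL (median 3.04) and 20 under ERY (median 2.14). 15 were downregulated under TET (median -2.56) and 13 under KAN (median -2.24). It was called under CHL, ERY and TET. The direction under CHL and ERY depends on the control: against water in place of ethanol the medians were -0.40 and -1.07. Without TET replicate 2 or water replicate 1 or 3, the set was not called under TET (medians between -2.72 and -2.19). Leaving out IPM replicate 3 added a call of the set under IPM (median -2.22), and leaving out water replicate 2 added 1 under PME (median -2.10). Under KAN, the set was called with water replicate 2 left out (median -2.43). The 6 genes of ammonia assimilation (*amtB*, *glnA*, *glnK*, *gltB*, *gltD* and *gdhA*) had medians of 0.77 under CHL, -0.05 under ERY, 0.32 under TET and 0.24 under KAN and no call. Without CHL replicate 3, the ammonia set was also called under CHL (median 0.88), and without PME replicate 3 it was called under PME (median -0.76).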

The central nitrogen assimilation pathways, including nitrate, nitrite, and ammonia assimilation, were upregulated on CHL and ERY and downregulated on TET and KAN (Fig. S24D and S26). 

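*cynS*, *cynT* and *cynX* had a median of 1.87 under CHL, with 2 genes upregulated, and 1.70 under ERY, with all 3 upregulated. In the other comparisons the medians were -3.49 under CIP, -3.32 under TET, -3.60 under CAZ, -3.08 under IPM, -2.66 under PME, -3.04 under MMC and -2.20 under KAN. All 3 genes were downregulated under these antibiotics except KAN, where 2 were. With 3 members, the set was called under PME alone. Leaving out CAZ replicate 1 or 2 or water replicate 1, 2 or 3 added a call of the set under CAZ (medians between -3.93 and -3.46), and leaving out IPM replicate 1 or 2 or water replicate 1, 2 or 3 added 1 under IPM (medians between -3.18 and -2.88). A gene for the phosphorylation of carbamate was not analysed here.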

For cyanate metabolism, the conversion between carbamate and cyanate was upregulated on CHL and ERY and downregulated when exposed to all other antibiotics, whereas the phosphorylation of carbamate was upregulated on KAN (Fig. S24D and S26).

Uptake of nutrient was further analyzed by investigation of genes mapped to KEGG pathway ABC transporters (eco02010) and phosphotransferase system (PTS) transporters (eco02060), as well as genes mapped to transporter activity gene ontology term (GO 0005215) (Fig. S25). Responses to antibiotics appear to vary with each antibiotic. For nitrogen sources, uptake of sulfate/thiosulfate and putrescine was found to be downregulated for almost all antibiotics. 

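The 4 genes *potF*, *potG*, *potH* and *potI* for putrescine uptake had median log2 fold changes of -0.42 under CHL, -1.31 under CIP, -1.71 under ERY, -1.47 under TET, -0.70 under CAZ, -1.26 under IPM, 0.03 under PME, -1.08 under MMC and -0.58 under KAN. Downregulated genes numbered 2 under CHL, 3 under CIP, 4 under ERY, 4 under TET, 1 under CAZ, 3 under IPM, 0 under PME, 4 under MMC and 2 under KAN, and none was upregulated. For PME the number was also 0 at an unadjusted p under 0.05 in edgeR and in DESeq2. It was called under ERY and MMC. Under ERY, the set was no longer called without ethanol replicate 3 (median -1.36), and under MMC it was not called without MMC replicate 1 or water replicate 2 (medians -1.04 and -0.97).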

Uptake of peptides, defensin, glutathione, and microcin C was downregulated after antibiotic treatment. 

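The 10 *dpp* and *opp* genes of peptide uptake had medians of 0.51 under CHL, -0.48 under CIP, 0.68 under ERY, 0.04 under TET, 0.33 under CAZ, -0.48 under IPM, 0.38 under PME, -0.58 under MMC and -2.94 under KAN. All 10 were upregulated under ERY and all 10 downregulated under KAN, and both were called. The peptide set gained a call under PME without PME replicate 3 (median 0.46). The 5 *sap* genes, annotated for defensin uptake, had medians of -0.58 under CHL, -1.27 under CIP, -0.82 under ERY, -1.21 under TET, -0.74 under CAZ, -0.43 under IPM, -0.01 under PME, -1.43 under MMC and -1.51 under KAN, with calls of downregulation under CIP, TET, CAZ and MMC. Without CAZ replicate 1 or 3 or water replicate 1, 2 or 3, the *sap* set was not called under CAZ (medians between -0.80 and -0.52). For glutathione, *gsiA* to *gsiD* had medians of -0.28 under CHL, -2.12 under CIP, -1.11 under ERY, -1.51 under TET, -1.62 under CAZ, -1.47 under IPM, -0.80 under PME, -2.08 under MMC and -1.65 under KAN, and the set was called under ERY, CAZ, IPM and MMC. The *gsi* set lost its ERY call without ethanol replicate 3 (median -1.07), and that under MMC was lost without MMC replicate 1 (median -1.95). Under CIP, the *gsi* set was called with CIP replicate 1 left out (median -2.14), and under TET it was called with water replicate 3 left out (median -1.55). The *yej* genes for microcin C had medians of 0.15 under CHL, -0.33 under CIP, -0.48 under ERY, -1.15 under TET, -0.12 under CAZ, -0.19 under IPM, 0.20 under PME, -0.36 under MMC and -0.95 under KAN. All 4 were downregulated under TET and KAN, and the set was not called. The *yej* set gained a call under TET without TET replicate 2 or water replicate 3 (medians -1.19 and -1.15).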

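*modA*, *modB* and *modC*, which take up molybdate, had medians of 0.78 under CHL, 0.65 under CIP, 0.63 under ERY, 0.11 under TET, 0.12 under CAZ, 0.16 under IPM, -0.25 under PME, 0.32 under MMC and 1.23 under KAN. All 3 genes were upregulated under ERY and KAN, 2 under CHL and CIP, and 1 under CAZ, IPM and MMC. The gene upregulated under the last 3 was *modA*. The set was not called under any antibiotic. Without water replicate 1, *modA* was also called under TET (log2 fold change 0.68).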

Among metal ions, molybdate uptake was upregulated in response to all antibiotics except for TET and PME. 

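Carbohydrate uptake was represented by 33 genes of phosphotransferase and ABC transporters. Under IPM 25 were downregulated and none upregulated (median -1.28), and under CAZ 10 and none (median -0.48). MMC had 19 downregulated (median -0.90). PME had 3 downregulated and a median of 0.31. The set was called downregulated under IPM and MMC and upregulated under CHL, where 15 members rose and 5 fell. Without CHL replicate 1 or ethanol replicate 2, the set was not called under CHL (medians 0.31 and 0.47). Leaving out ERY replicate 1 added a call of the set under ERY (median 0.64), and leaving out TET replicate 2 added 1 under TET (median -0.73). Under PME, the set was called with PME replicate 3 left out (median -0.33).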

Significant downregulation of uptake of carbohydrates could be found upon treatment with CAZ and IPM, whereas little response could be observed after PME treatment. This is also in agreement with the downregulation of carbon metabolism upon treatment of CAZ and IPM (Fig. 2A).

### Transcriptomic response in stress response.

Stress response pathways were differentially regulated with different stresses (Fig. 2D and Fig. S27 and S28). 

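The 20 genes chosen for oxidative stress, among them *katG*, *katE*, *ahpC*, *ahpF*, *sodA*, *sodB*, *oxyR* and *dps*, had medians of -0.22 under CHL, -1.18 under CIP, -0.77 under ERY, -0.80 under TET, -0.48 under CAZ, -0.95 under IPM, 0.17 under PME, -0.75 under MMC and -2.03 under KAN. They were called downregulated under CIP, TET, IPM, MMC and KAN. Without TET replicate 1 or 3 or water replicate 2 or 3, the set was not called under TET (medians between -0.83 and -0.78), and without water replicate 2 or 3 it was not called under IPM (medians -0.71 and -0.75). Leaving out MMC replicate 2 or 3 or water replicate 2 or 3 removed the MMC call of the set (medians between -0.78 and -0.68). Under CHL, the set was called with CHL replicate 2 left out (median -0.18), and under CAZ it was called with CAZ replicate 2 or water replicate 1 left out (medians -0.51 and -0.40). The 14 genes for osmotic stress, such as *osmB*, *osmY*, *otsA* and *mscL*, had medians of -1.28 under CHL, -0.72 under CIP, -0.94 under ERY, -1.01 under TET, -1.03 under CAZ, -0.89 under IPM, 0.91 under PME, -1.34 under MMC and -1.70 under KAN. These were called downregulated under CHL, ERY, TET, CAZ, IPM, MMC and KAN and upregulated under PME, where 4 members rose and none fell. The osmotic set lost its TET call without TET replicate 3 or water replicate 2 (medians -0.86 and -0.91), and that under IPM was lost without water replicate 2 (median -0.69). Without PME replicate 1 or water replicate 1, 2 or 3, the osmotic set was not called under PME (medians between 0.56 and 1.03). The osmotic set gained a call under CIP without CIP replicate 1 or water replicate 3 (medians -0.68 and -0.73).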

A global downregulation of oxidative stress response (GO 0006979, response to oxidative stress) and osmotic stress response (GO 0006970, response to osmotic stress) could be observed upon treatment with antibiotics other than PME. This is in contrast to the general upregulation of uptake of glycine betaine that is involved in osmotic stress response following treatment with CHL, CIP, ERY, TET, and KAN (Fig. S25). 

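The set for glycine betaine uptake held *proP*, *proV*, *proW* and *proX*, which take it up, and *betT*, which takes up choline. These 5 genes had medians of 0.17 under CHL, 1.23 under CIP, 0.41 under ERY, 0.65 under TET, 0.10 under CAZ, -0.11 under IPM, -0.22 under PME, 0.43 under MMC and 2.71 under KAN. The upregulated genes numbered 2 under CHL, 4 under CIP, 1 under ERY, 2 under TET and 5 under KAN, and 1 was downregulated under CHL, 1 under CIP and 2 under ERY. The downregulated gene was *betT* under CHL and CIP, and under ERY the downregulated genes were *betT* and *proP*. The set was not called under any antibiotic with all libraries or with 1 left out.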

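The 14 genes for acid stress (*gad*, *hde*, *slp*, *asr*, *adi* and *yhiM*) had medians of -3.21 under CHL, -2.93 under CIP, -1.33 under ERY, -7.57 under TET, -2.66 under CAZ, -1.66 under IPM, -0.58 under PME, -2.43 under MMC and -7.13 under KAN. They were called downregulated under every antibiotic but PME, also with any library left out. *gadA* and *gadB* are near-identical copies, so reads can be divided between them. For heat stress, 18 genes had medians of -1.38 under CHL, -0.69 under CIP, -1.10 under ERY, 0.59 under TET, -0.41 under CAZ, -0.22 under IPM, -0.28 under PME, -0.08 under MMC and -0.98 under KAN, with calls of downregulation under CHL, CIP, ERY and KAN. Under KAN, the heat set was no longer called without KAN replicate 1 or 2 (medians -1.0 and -0.95). The heat set gained a call under CAZ without CAZ replicate 3 (median -0.66). The 19 protein folding genes had medians of -0.86 under CHL, -0.27 under CIP, -0.25 under ERY, 0.19 under TET, 0.18 under CAZ, 0.23 under IPM, -0.11 under PME, 0.24 under MMC and -0.76 under KAN and were called downregulated under CHL and KAN. Without IPM replicate 1, 2 or 3 or water replicate 1, the folding set was also called under IPM (medians between 0.14 and 0.44).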

Responses to acid stress (GO 0010447, response to acidic pH), heat stress (GO 0009408, response to heat), and protein folding (GO 0006457, protein folding), on the other hand, were downregulated with only a few antibiotics. The downregulation of these pathways suggests different strategies of E. coli to deal with different stresses.

Upregulation of the SOS response pathway (GO 0009432, SOS response) could be observed with the treatment of CIP, TET, CAZ, MMC, and KAN (Fig. 2D), suggesting the key role of this pathway in response to external stress. 

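Of 24 genes of the SOS response, including *lexA*, *recA*, *sulA*, *umuC*, *umuD* and *tisB*, 21 were upregulated under CIP, 13 under TET, 23 under CAZ, 23 under MMC and 16 under KAN. Their medians there were 1.93 under CIP, 0.56 under TET, 1.36 under CAZ, 2.40 under MMC and 1.78 under KAN. Upregulation of the set was called under CIP, CAZ and MMC. Without TET replicate 2 or water replicate 1 or 3, the set was also called under TET (medians between 0.53 and 0.58). In the remaining comparisons the medians were 0.04 under CHL, -0.17 under ERY, 0.25 under IPM and 0.13 under PME. Upregulated and downregulated members numbered 7 and 7 under CHL, 8 and 9 under ERY and 7 and 1 under IPM. Under TET 3 members were downregulated, and under KAN 5.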

Interestingly, radiation stress response (GO 0009314, response to radiation) was upregulated after treatment with cell wall inhibitors CAZ and IPM (Fig. 2D).

Another key aspect of stress response is the response to antibiotics and heavy metals. The β-lactam resistance pathway (KEGG eco01501) was upregulated following treatment with the β-lactam CAZ, and the polymyxin resistance pathway (EcoCyc PWY0-1338) was upregulated following treatment with PME (Fig. 2D and Fig. S27B and S28), suggesting that the regulation of these pathways is specific. 

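For β-lactam resistance, 17 genes were set together (*amp*, *nagZ*, penicillin-binding proteins, *acrA*, *acrB*, *tolC*, *ompC* and *ompF*). Under CAZ 8 of them were upregulated and 4 downregulated, with a median of 0.19. CIP had 11 upregulated and 5 downregulated. The set was not called with all libraries. Leaving out water replicate 2 added a call of the set under CIP (median 0.47), and leaving out CAZ replicate 2 or water replicate 1 added 1 under CAZ (medians 0.22 and 0.30). The 8 polymyxin resistance genes (*arnA* to *arnF*, *arnT* and *ugd*) had a median of 0.99 under PME, where 3 were upregulated, and only there were they called. The *arn* set lost its PME call without PME replicate 1 or 2 or water replicate 1 or 3 (medians between 0.88 and 1.03). Their medians were -0.20 under CHL, 0.41 under CIP, -0.04 under ERY, 0.49 under TET, -0.24 under CAZ, -0.08 under IPM, 0.38 under MMC and 0.70 under KAN elsewhere. Upregulated members there numbered 2 under CHL, 3 under CIP, 1 under ERY, 3 under TET, 0 under CAZ, 0 under IPM, 1 under MMC and 4 under KAN. Under CHL and IPM 1 was downregulated.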

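Of 32 genes of multidrug efflux pumps (*acr*, *emr*, *mdt*, *mac*, *tolC*, *bcr*, *mdfA* and *fsr*), 24 were upregulated and 5 downregulated under KAN. Their median log2 fold change was 1.37, and the set was called upregulated with every library left out in turn (Fisher's exact test, adjusted p = 0.00807).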

For antibiotic resistance-conferring efflux pumps, the majority of the pumps were upregulated after KAN treatment, suggesting an increase of antibiotic resistance (Fig. S25). 

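*ompA* (b0957) was downregulated under CIP, TET, CAZ, IPM, MMC and KAN, with log2 fold changes of -0.88 under CIP, -0.74 under TET, -1.04 under CAZ, -1.31 under IPM, -1.57 under MMC and -2.50 under KAN. It was upregulated under ERY (0.56) and not called under CHL (-0.15) or PME (0.43). *ompC* (b2215) was downregulated under all antibiotics but PME, from -0.88 under CAZ to -5.86 under KAN, and had -0.87 under PME. *ompN* (b1377) was upregulated under CIP (2.53), TET (2.17), MMC (2.77) and KAN (4.36) and downregulated under CHL (-1.45). Without water replicate 2 or 3, *ompA* was not called under CAZ (log2 fold changes -1.04 and -1.0). *ompA* gained a call under PME without PME replicate 3 (log2 fold change 0.64). Under CAZ, *ompC* was no longer called without water replicate 1, 2 or 3 (log2 fold changes between -0.95 and -0.79). *ompC* gained a call under PME without PME replicate 3 (log2 fold change -0.97). Without CHL replicate 1, 2 or 3 or ethanol replicate 1, 2 or 3, *ompN* was not called under CHL (log2 fold changes between -1.77 and -1.03).

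**Figure D4:**
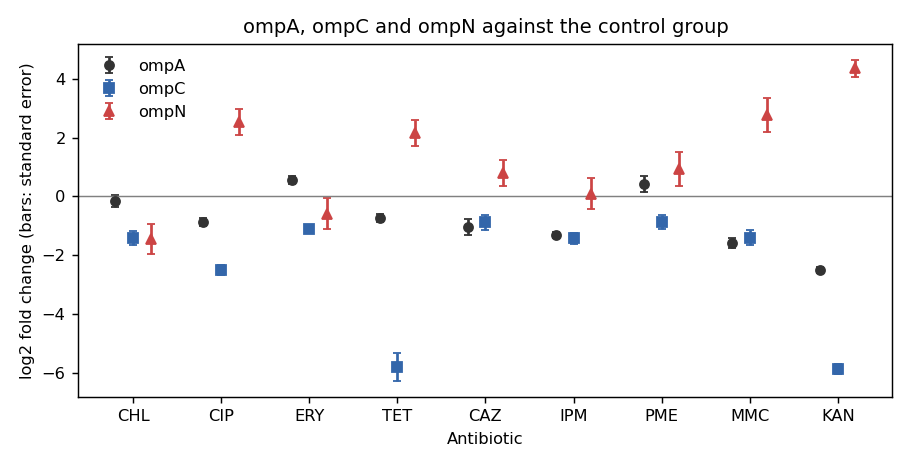
Log2 fold change of *ompA*, *ompC* and *ompN* under each antibiotic (horizontal axis), with bars for the standard error. *ompC* lies below 0 throughout, and *ompN* reaches 4.36 under KAN.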

Antibiotic resistance-related outer membrane protein-coding genes, *ompA*, *ompC*, and *ompN*, were downregulated upon antibiotic treatment except for PME, suggesting that antibiotic resistance via downregulation of outer membrane proteins is an essential aspect of antibiotic stress response (Fig. S25). For metal ion efflux pumps that function in heavy metal resistance, a general downregulation pattern was found for copper tolerance genes *copA*, *ybaT*, Zn^2+^/Cd^2+^/Pb^2+^-transporting *zntA*, and arsenic-transporting *arsB*, whereas copper/silver-exporting *cusABC*, manganese-exporting *mntP*, and nickel/cobalt-exporting *rcnA* were generally upregulated (Fig. S25). 

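Downregulation was called for *copA* (b0484) under CHL, CIP, ERY, TET, CAZ and MMC and for *ybaT* (b0486) under all antibiotics but PME. *zntA* (b3469) was downregulated under all but KAN, where it was upregulated (0.65). *arsB* (b3502) was downregulated under CHL, CIP, ERY, TET, PME and MMC and upregulated under CAZ (1.03) and KAN (0.97), and *copA* was upregulated under IPM (0.93). Their largest falls were -2.15 (*copA*), -7.45 (*ybaT*) and -5.22 (*arsB*) under TET and -3.31 (*zntA*) under MMC. Among the exporters, *cusA* was upregulated under CIP and KAN, *cusB* under CHL, CIP, ERY, MMC and KAN, *cusC* under CHL, MMC and KAN, *mntP* under CHL, CIP, ERY and KAN and *rcnA* under CIP, ERY, TET, CAZ, MMC and KAN, and none of them was downregulated under any antibiotic. Their largest log2 fold changes were under KAN, at 2.92, 4.58, 4.03, 3.15 and 4.25.

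With 1 library left out, several of these calls were lost or gained. *copA* lost its CAZ call without CAZ replicate 1, 2 or 3 or water replicate 1, 2 or 3 (log2 fold changes between -0.53 and -0.35), and that under IPM was lost without water replicate 1, 2 or 3 (log2 fold changes between 0.89 and 1.06). Under MMC, *copA* was no longer called without water replicate 2 or 3 (log2 fold changes -0.78 and -0.88). *copA* gained a call under PME without PME replicate 3 (log2 fold change -0.73). Without PME replicate 3, *ybaT* was also called under PME (log2 fold change -0.96). *zntA* lost its CHL call without CHL replicate 1 or 3 or ethanol replicate 1 or 2 (log2 fold changes between -0.65 and -0.42). Under CAZ, *arsB* was no longer called without water replicate 1 or 3 (log2 fold changes 0.94 and 1.04), and under PME it was not called without PME replicate 1 or 2 or water replicate 1, 2 or 3 (log2 fold changes between -3.01 and -2.56). *arsB* gained a call under IPM without IPM replicate 3 (log2 fold change -0.94). Without MMC replicate 1, *cusA* was also called under MMC (log2 fold change 1.03). *cusB* lost its CIP call without water replicate 2 (log2 fold change 1.19), and that under ERY was lost without ERY replicate 2 or 3 (log2 fold changes 2.12 and 2.11). Under MMC, *cusB* was no longer called without MMC replicate 2 or 3 or water replicate 2 or 3 (log2 fold changes between 1.41 and 1.81). *cusC* lost its CHL call without CHL replicate 2 or ethanol replicate 1 or 2 (log2 fold changes between 1.68 and 1.86), and that under MMC was lost without MMC replicate 2 or 3 or water replicate 1, 2 or 3 (log2 fold changes between 2.01 and 3.00). Without IPM replicate 3, *mntP* was also called under IPM (log2 fold change 0.80), and without MMC replicate 1 it was called under MMC (log2 fold change 0.97). *rcnA* lost its ERY call without ERY replicate 3 or ethanol replicate 1 (log2 fold change 0.82), and that under MMC was lost without MMC replicate 3 (log2 fold change 1.22).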

The different regulatory patterns of heavy metal resistance genes and antibiotic resistance genes suggest that antibiotic resistance response is specific under antibiotic stress.

### Transcriptomic response in biosynthesis.

Biosynthesis of key cellular molecules and components was shown to be regulated by antibiotics in primarily four aspects: amino acid biosynthesis, protein biosynthesis, nucleotide biosynthesis, and cell wall biosynthesis. Functional enrichment analysis suggested significant changes in amino acid biosynthesis pathways following treatment with nearly all antibiotics. Amino acid biosynthesis was in general downregulated after antibiotic treatment (Fig. 2E), with several exceptions. 

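Among the 15 amino acid sets, those called downregulated numbered 2 under CHL, 3 under CIP, 2 under ERY, 3 under TET, 5 under CAZ, 4 under IPM, 1 under PME, 5 under MMC and 0 under KAN. For KAN, Fisher's exact test gave 5 at an unadjusted p under 0.05, camera with its preset correlation 4 and fry 11. Of the 15 sets, 3 are for uptake (arginine, cystine and methionine), and these gave 1 of the downregulated calls under TET, 2 under CAZ, 2 under IPM and 1 under MMC. Upregulated calls were histidine under ERY and valine, leucine and isoleucine under ERY and TET.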

Clear regulatory patterns could be observed on the metabolism/biosynthesis of 16 out of the 21 common amino acids (selenocysteine included). From the perspective of amino acids, metabolic pathways for histidine (Fig. S29C), tryptophan (Fig. S29E), cysteine (Fig. S29G), methionine (Fig. S29H), and threonine (Fig. S29K) were downregulated with the stress of nearly any investigated antibiotic. This is in agreement with downregulated transporter-coding genes for arginine, cysteine, and methionine (Fig. S25). 

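The 8 *his* genes had medians of -1.62 under CHL, -2.0 under CIP, 1.67 under ERY, -1.67 under TET, -1.31 under CAZ, -1.30 under IPM, -0.74 under PME, -1.74 under MMC and -1.30 under KAN. All 8 were downregulated under CHL, CIP, TET, CAZ, IPM and MMC, and all 8 were upregulated under ERY, each of which was called. Under KAN, the *his* set was called with KAN replicate 2 left out (median -1.37). Medians of the 5 *trp* genes were -0.51 under CHL, -1.92 under CIP, -0.31 under ERY, 0.30 under TET, -0.20 under CAZ, -0.42 under IPM, -0.69 under PME, -0.87 under MMC and -1.52 under KAN, with calls of downregulation under CIP and MMC. The *trp* set lost its MMC call without water replicate 3 (median -0.84). Without PME replicate 1 or 2 or water replicate 1, the *trp* set was also called under PME (medians between -0.90 and -0.68). *cysE*, *cysK* and *cysM* gave -1.92 under CHL, -2.07 under CIP, -1.96 under ERY, -1.36 under TET, -2.04 under CAZ, -2.19 under IPM, -2.46 under PME, -2.22 under MMC and -1.91 under KAN, and were called under PME. The *cysE*, *cysK* and *cysM* set lost its PME call without PME replicate 3 (median -2.47). Under CAZ, the *cysE*, *cysK* and *cysM* set was called with water replicate 2 left out (median -1.98).

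The 8 *met* genes had medians of -0.77 under CHL, -2.87 under CIP, -1.82 under ERY, -2.71 under TET, -1.59 under CAZ, -0.86 under IPM, -1.07 under PME, -1.43 under MMC and -2.32 under KAN, and were called downregulated under CIP, ERY, TET, CAZ and MMC. The *met* set gained a call under IPM without IPM replicate 3 (median -1.11), and 1 under KAN came without KAN replicate 1, 2 or 3 (medians between -2.38 and -2.31). For *thrA*, *thrB* and *thrC* the medians were -1.28 under CHL, -1.77 under CIP, -0.27 under ERY, 0.94 under TET, -1.33 under CAZ, -1.37 under IPM, -1.02 under PME, -2.09 under MMC and -0.11 under KAN. All 3 were downregulated under CHL, CIP, CAZ, IPM and MMC, and 2 were upregulated under TET, without a call. Without CHL replicate 2, the *thr* set was also called under CHL (median -1.27), and without CAZ replicate 1 or 2 or water replicate 1, 2 or 3 it was called under CAZ (medians between -1.36 and -1.26). The *thr* set gained a call under IPM without IPM replicate 1 or 2 or water replicate 1, 2 or 3 (medians between -1.42 and -1.28).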

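Among transporters, the 5 *art* genes for arginine had medians of -0.47 under CHL, -1.68 under CIP, -0.03 under ERY, -1.73 under TET and -3.76 under KAN, and were called downregulated under TET. The 4 cystine genes (*tcyJ*, *tcyL*, *tcyN* and *tcyP*) had 0.03 under CHL, -0.41 under CIP, -0.03 under ERY, -0.80 under TET and -0.98 under KAN, with all 4 downregulated under TET and KAN. *metN*, *metI* and *metQ* for methionine had -0.35 under CHL, -1.73 under CIP, -0.58 under ERY, -1.50 under TET and -1.60 under KAN, with all 3 downregulated under CIP, TET and KAN. Under TET, the *art* set was no longer called without TET replicate 2 or 3 or water replicate 2 (medians between -1.76 and -1.68). The sign of the cystine median under ERY changed with relative log expression scaling.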

Metabolic pathways for asparagine (Fig. S29F) and glycine (Fig. S29L) showed an upregulation pattern following antibiotic treatment. 

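*asnA* and *asnB*, which make asparagine, had medians of 0.23 under CHL, 0.93 under CIP, 0.95 under ERY, -0.61 under TET, 1.55 under CAZ, 1.17 under IPM, 1.80 under PME, 1.59 under MMC and 1.93 under KAN. Without PME replicate 3, that under PME was 0.30. Both genes were upregulated under CIP, ERY, CAZ and KAN, and neither was downregulated under any antibiotic. The glycine genes *glyA*, *gcvT*, *gcvH* and *gcvP* had medians of 0.91 under CHL, -1.14 under CIP, 0.50 under ERY, 0.70 under TET, -0.14 under CAZ, 0.11 under IPM, -0.50 under PME, -0.42 under MMC and -3.46 under KAN. They were upregulated under CHL and ERY (3 genes each), and all 4 were downregulated under KAN. Neither set was called with all libraries. The glycine set gained a call under CHL without ethanol replicate 1 (median 1.10). Without water replicate 1, 2 or 3, *asnA* was not called under CAZ (log2 fold changes between 1.98 and 2.12), and without water replicate 3 it was not called under MMC (log2 fold change 2.06). *asnA* gained a call under TET without TET replicate 3 (log2 fold change -2.24). Under CAZ, *asnB* was no longer called without water replicate 1, 2 or 3 (log2 fold changes between 1.01 and 1.11). *asnB* gained a call under IPM without IPM replicate 1 or 3 (log2 fold changes 0.88 and 0.91), and 1 under MMC came without MMC replicate 2 or 3 (log2 fold changes 1.46 and 1.40).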

From the perspective of antibiotics, regulation of amino acid metabolic pathways was observed for every antibiotic. 

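The 13 *ilv* and *leu* genes had a median log2 fold change of 1.06 under ERY, with 10 upregulated, and 1.45 under TET, with 12 upregulated, and the set was called in both. In the other comparisons the medians were -0.46 under CHL, -0.52 under CIP, -0.71 under CAZ, -0.98 under IPM, -0.50 under PME, -1.14 under MMC and 0.20 under KAN, with calls of downregulation under CAZ, IPM and MMC. Under CAZ, the set was no longer called without CAZ replicate 1 or water replicate 1, 2 or 3 (medians between -0.82 and -0.66), and under IPM it was not called without IPM replicate 2 or water replicate 2 (medians -0.88 and -0.86). Without CIP replicate 3 or water replicate 1, the set was also called under CIP (medians -0.61 and -0.60). Of *glnA*, *gltB*, *gltD* and *gdhA*, 3 were upregulated under CHL, ERY and TET (medians 0.50, 0.40 and 0.90) and 3 were downregulated under MMC and KAN (medians -1.12 and -0.82). Under PME, the glutamate and glutamine set was called with PME replicate 3 left out (median -0.76).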

A general downregulation was found except for ERY and TET, which showed upregulation of metabolic pathways for several amino acids, such as glutamine (Fig. S29J), valine, leucine, and isoleucine (Fig. S29A). This downregulatory pattern was consistent with downregulation of amino acid uptake genes after treatment with CAZ, IPM, PME, and MMC (Fig. S25). 

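Under the other antibiotics the *art* genes had medians of -1.27 under CAZ, -1.34 under IPM, 0.08 under PME and -2.27 under MMC, the cystine genes -0.55 under CAZ, -1.44 under IPM, 0.29 under PME and -1.37 under MMC and the methionine transporter genes -1.75 under CAZ, -1.54 under IPM, -1.05 under PME and -1.96 under MMC. The *art* set was called downregulated under CAZ and IPM, and the cystine set under CAZ, IPM and MMC. Under PME, 1 cystine gene and 1 methionine gene were downregulated, and no arginine gene. The *art* set lost its CAZ call without CAZ replicate 1 or 3 or water replicate 1, 2 or 3 (medians between -1.35 and -0.98), and that under IPM was lost without IPM replicate 3 (median -1.04). Without CAZ replicate 1, 2 or 3 or water replicate 1, 2 or 3, the cystine set was not called under CAZ (medians between -0.64 and -0.46), and without water replicate 2 or 3 it was not called under IPM (medians -1.41 and -1.38). The cystine set lost its MMC call without MMC replicate 1 (median -1.43). Under IPM, the methionine transporter set was called with IPM replicate 1 or 2 or water replicate 1, 2 or 3 left out (medians between -1.68 and -1.36).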

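For lysine, *lysA*, *lysC*, *asd* and the *dap* genes had medians of -0.21 under CHL, -0.40 under CIP, -0.15 under ERY, -0.19 under TET, -0.10 under CAZ, -0.28 under IPM, -0.47 under PME, -0.56 under MMC and -0.90 under KAN, and the set was not called in any comparison, with all libraries or with 1 left out. Under PME, 2 of the 8 genes were downregulated. PME downregulated none of the *his* genes in edgeR (7 at an unadjusted p under 0.05, and 4 in DESeq2), 1 of the 11 *arg* genes and 1 of the *ilv* and *leu* genes.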

Relatively weaker regulation was found for lysine metabolism (Fig. S29D) and for PME (Fig. 2E).

Regulation of protein biosynthesis (ribosomal protein-coding genes) showed a strong coregulation pattern (Fig. S30). 

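The 21 genes of the small subunit and the 33 of the large subunit had medians of 0.17 and 0.68 under CHL, 0.60 and 0.71 under CIP, 0.41 and 0.83 under ERY, 1.09 and 0.91 under TET, 0.42 and 0.45 under CAZ, 0.61 and 0.69 under IPM, -0.38 and -0.33 under PME, 0.23 and 0.34 under MMC and -0.13 and -0.08 under KAN, in that order. The signs of these 2 medians were the same for each antibiotic.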

The ribosomal protein-coding genes were upregulated following treatment with all antibiotics except for PME and KAN (Fig. 2F). 

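Small subunit genes upregulated numbered 8 under CHL, 15 under CIP, 13 under ERY, 20 under TET, 11 under CAZ, 17 under IPM and 8 under MMC, and large subunit genes 19 under CHL, 19 under CIP, 25 under ERY, 28 under TET, 18 under CAZ, 24 under IPM and 14 under MMC. Downregulated genes were few, at most 4 (large subunit, CHL). The small subunit set was called upregulated under CIP, ERY, TET, CAZ and IPM and the large subunit set under CHL, CIP, ERY, TET, CAZ and IPM. The small subunit set lost its CIP call without CIP replicate 1 or 3 or water replicate 2 (medians between 0.44 and 0.61), and that under CAZ was lost without CAZ replicate 1 or 2 or water replicate 1, 2 or 3 (medians between 0.32 and 0.47). Without CIP replicate 1 or 3 or water replicate 1 or 2, the large subunit set was not called under CIP (medians between 0.46 and 0.78), and without CAZ replicate 1 or 2 or water replicate 1, 2 or 3 it was not called under CAZ (medians between 0.38 and 0.49).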

No changes were observed for PME, and a downregulation of ribosomal protein-coding genes was observed for KAN (Fig. 2F).

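Under PME no ribosomal protein gene passed the threshold in edgeR, although both medians lay below 0. At an unadjusted p under 0.05, 2 small and 3 large subunit genes were higher and 3 of each were lower, and DESeq2 called 2 small and 4 large subunit genes. Under KAN 10 small subunit genes were downregulated and 5 upregulated, and 14 large subunit genes were downregulated and 8 upregulated. Neither set was called under KAN, with all libraries or with 1 left out.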

The nucleotide biosynthesis pathways were significantly regulated by antibiotics (Fig. 2G and Fig. S31). In general, CHL, TET, CAZ, and IPM treatment led to global upregulation of the nucleotide biosynthesis pathway. 

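Nucleotide biosynthesis was examined in separate sets. For IMP the 11 *pur* genes had medians of -0.42 under CHL, 1.25 under TET, 0.67 under CAZ and 1.53 under IPM, for AMP and GMP the 6 genes gave 0.35 under CHL, 0.20 under TET, 0.81 under CAZ and 1.08 under IPM, and for UMP the 8 *car* and *pyr* genes gave 1.32 under CHL, -0.65 under TET, 2.18 under CAZ and 0.98 under IPM. Nucleoside triphosphate formation (6 genes) had medians of 0.36 under CHL, 0.48 under TET, 1.19 under CAZ and 1.08 under IPM and dNTP biosynthesis (10 genes) -0.38 under CHL, 1.32 under TET, -0.18 under CAZ and 0.60 under IPM. Upregulated calls were IMP under TET, CAZ and IPM, UMP under CAZ, and nucleoside triphosphates under CAZ and IPM, and none under CHL. The IMP set lost its TET call without water replicate 1 or 3 (medians 1.2 and 1.26), and that under CAZ was lost without CAZ replicate 1 or 2 or water replicate 1, 2 or 3 (medians between 0.57 and 0.68). Under CHL, the IMP set was called with CHL replicate 3 left out (median -1.35). The UMP set lost its CAZ call without CAZ replicate 1 or water replicate 2 or 3 (medians between 1.70 and 2.36). Without CHL replicate 3, the UMP set was also called under CHL (median 1.59). The triphosphate set lost its CAZ call without CAZ replicate 1 or 2 or water replicate 2 (medians between 1.2 and 1.23). Under TET, the dNTP set was called with TET replicate 1 left out (median 1.51). The AMP and GMP set gained a call under IPM without IPM replicate 1, 2 or 3 or water replicate 1 or 2 (medians between 0.93 and 1.18).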

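Under PME, MMC and KAN the medians were -0.25 under PME, 1.51 under MMC and -1.03 under KAN for IMP, -0.43 under PME, 0.66 under MMC and -0.76 under KAN for AMP and GMP, -0.78 under PME, 1.64 under MMC and 1.34 under KAN for UMP, 0.19 under PME, 0.89 under MMC and -0.04 under KAN for nucleoside triphosphates and 0.25 under PME, -0.28 under MMC and -1.36 under KAN for dNTP. Under MMC 9 IMP genes and 8 UMP genes were upregulated, and both sets were called, while 3 dNTP genes were upregulated and 4 downregulated. Under KAN 7 of the 11 IMP genes and 8 of the 10 dNTP genes were downregulated, without a call, and 5 of the 8 UMP genes were upregulated. PME downregulated 3 UMP genes, which was called, and upregulated 3 dNTP genes, also called. Without PME replicate 3, the UMP set was not called under PME (median -1.65). The dNTP set lost its PME call without PME replicate 1 or 3 or water replicate 1, 2 or 3 (medians between 0.06 and 0.45).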

Treatment with PME, MMC, and KAN led to consistent transcriptomic responses restricted to the biosynthesis of nucleoside triphosphates (NTPs) and their precursors: PME and KAN led to downregulation, while MMC led to upregulation. Varied responses in the biosynthesis of deoxynucleoside triphosphate (dNTP), NTP, and NTP precursors were found for CIP and ERY: treatment with CIP and ERY led to upregulation of dNTP biosynthesis pathways and downregulation of NTP precursor biosynthesis pathways. 

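Under CIP the medians were -0.29 for dNTP biosynthesis (2 genes up, 3 down), -0.52 for IMP (2 up, 6 down) and 1.14 for UMP (6 up, 2 down), none of them called. Under ERY they were 0.53 for dNTP (5 up, 1 down) and -1.76 for IMP, where 9 genes were downregulated and the set was called.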

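*pyrG*, which makes CTP, had a log2 fold change of -0.21 under ERY, *guaB* 0.76 and *guaA* -0.01, with *guaB* past the threshold. The UMP set had a median of -1.30, with 5 genes downregulated and 1 upregulated. Nucleoside triphosphate formation had 4 genes upregulated under ERY (median 0.80), without a call.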

Meanwhile, treatment with ERY led to upregulation of GTP and CTP biosynthesis and downregulation of UMP biosynthesis.

Cell wall biosynthesis was general differentially regulated on different antibiotics (Fig. S32). 

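Of 31 *lpx*, *kds*, *waa*, *hld* and *gmh* genes of lipopolysaccharide biosynthesis, 13 were downregulated and 6 upregulated under CHL (median -0.14), and 20 and 6 under KAN (median -0.84). Calls of downregulation were made under KAN. Under ERY 9 genes were upregulated and 10 downregulated, and the median of -0.01 changed sign with relative log expression scaling. Under KAN, the set was no longer called without KAN replicate 2 or water replicate 3 (medians -0.87 and -0.83).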

Lipopolysaccharide biosynthesis was downregulated on CHL and KAN, whereas it was upregulated on ERY (Fig. 2H). For the biosynthesis of peptidoglycan, downregulation could also be observed on CHL and KAN, while cell wall inhibitors CAZ and IPM led to upregulation of these genes, whose products include their targets (Fig. 2H).

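The 24 peptidoglycan genes (*glm*, *mur*, *mraY*, *ddl* and penicillin-binding proteins) had medians of -0.32 under CHL, -1.08 under KAN, 0.10 under CAZ and 0.28 under IPM. Under CHL 12 were downregulated, under KAN 16, and the set was called in both. Upregulated genes numbered 6 under CAZ and 8 under IPM, against 2 and 1 downregulated, and the set was not called there. Without CHL replicate 1, 2 or 3 or ethanol replicate 1, 2 or 3, the set was not called under CHL (medians between -0.39 and -0.29), and without water replicate 2 it was not called under KAN (median -1.07). Leaving out IPM replicate 3 added a call of the set under IPM (median 0.40). ERY and TET each downregulated 12 of these genes, with medians of -0.39 and -0.60.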

### Transcriptomic response in cell movement and communication.

Cell movement and communication are common approaches for bacteria to respond to stress. 

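Of 24 genes for the flagellar basal body, rod and hook, 12 were upregulated under CHL (median 1.10), 8 under CIP (1.09) and 23 under KAN (2.16), and none was downregulated there. It was called under CHL and KAN. Under CHL, the set was no longer called without CHL replicate 1 (median 0.97). Without MMC replicate 1, the set was also called under MMC (median 1.40). Its median under PME was 2.23, with 1 gene past the threshold, and 0.14 without PME replicate 3.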

Regulation of flagellar assembly was found to be upregulated on three antibiotics CHL, CIP, and KAN. 

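For the filament and stator (*fliC*, *fliD*, *fliS*, *fliT*, *flgK*, *flgL*, *motA* and *motB*), 6 of 8 genes were upregulated under CIP (median 2.42) and all 8 under KAN (median 2.01). Under CHL 1 was upregulated and 1 downregulated (median 0.17). Under PME the median was 3.07, and 1.54 without PME replicate 3. There edgeR called 0 genes with all libraries, while 6 were higher at an unadjusted p under 0.05 and DESeq2 called 4. Under KAN alone, this set was called. Leaving out KAN replicate 1 or 2 or water replicate 1 or 3 removed the KAN call of the set (medians between 1.74 and 1.99). Under CIP, the set was called with CIP replicate 2 left out (median 2.37).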

Genes encoding the basal body and rod were upregulated on CHL, the gene encoding the filament and stator was upregulated by CIP, and the whole assembly was upregulated by KAN (Fig. 2I and Fig. S33), suggesting improved mobility upon stress of these antibiotics. Three aspects of cell-environment communications were found to be differentially regulated (Fig. 2J and Fig. S34). Pilus (GO 0009289, pilus) formation was upregulated on CIP, TET, MMC, and KAN (Fig. 2H). 

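Among 27 pilus genes (*fim*, *ecp*, *sfm*, *yad*, *htrE* and *elf*), 17 under CIP, 17 under TET, 9 under MMC and 24 under KAN were upregulated. Their medians were 1.87 under CIP, 2.15 under TET, 0.85 under MMC and 2.76 under KAN, and the set was called under CIP, TET and KAN. Without TET replicate 3, the set was not called under TET (median 2.28). MMC also downregulated 3 of these genes and KAN 2. Under PME the median was 1.16, with 1 gene upregulated.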

Biofilm formation (GO 0042710, biofilm formation, and EcoCyc PWY-8243, colanic acid [Escherichia coli K-12] biosynthesis) was upregulated on CIP, MMC, and KAN (Fig. 2H and Fig. S33C). In contrast, quorum sensing (autoinducer 2 biosynthesis) was downregulated on CIP, TET, CAZ, IPM, MMC, and KAN.

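The 18 colanic acid genes (*wza*, *wzb*, *wzc*, *wca*, *gmd*, *fcl*, *cps* and *wzxC*) had medians of -0.74 under CHL, 1.75 under CIP, -0.75 under ERY, -0.32 under TET, 0.29 under CAZ, 0.52 under IPM, 1.33 under PME, 1.80 under MMC and 2.89 under KAN. Upregulated members numbered 13 under CIP, 14 under MMC and 18 under KAN, and none was downregulated under these antibiotics, where the set was called. Leaving out water replicate 1 removed the CIP call of the set (median 1.74). Genes of the broader biofilm term were not analysed here.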

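*luxS* (b2687) and *mtn* (b0159) make autoinducer 2. *luxS* was downregulated under CHL, CIP, ERY, TET, IPM, MMC and KAN and upregulated under no antibiotic, and *mtn* was downregulated under CIP and KAN and upregulated under CHL and ERY. The mean of the pair was -0.71 under CIP, -0.44 under TET, -0.15 under CAZ, -0.36 under IPM, -0.51 under MMC and -1.80 under KAN. *luxS* gained a call under CAZ without CAZ replicate 2 (log2 fold change -0.75). Without KAN replicate 1 or 2 or water replicate 3, *mtn* was not called under KAN (log2 fold changes between -0.29 and -0.22). *mtn* gained a call under CAZ without CAZ replicate 3 (log2 fold change 0.34), and 1 under PME came without PME replicate 3 (log2 fold change -0.58). *mtn* overlaps *btuF* by 8 bases.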

### Transcriptomic comparison of physiological aspects impacted by antibiotics.

A transcriptomic comparison of physiological aspects impacted by antibiotic treatment is summarized in Fig. 2K. 

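Of the 73 sets, 6 were called upregulated and 13 downregulated under KAN and 3 were called upregulated and 9 downregulated under PME. The other antibiotics had 8 and 12 (CHL), 8 and 10 (CIP), 10 and 13 (ERY), 6 and 13 (TET), 7 and 15 (CAZ), 4 and 15 (IPM) and 5 and 18 (MMC). Where most genes change, as under KAN, few sets can stand out from the other genes in Fisher's test. In either direction, fry, which makes no such comparison, called 41 under CHL, 59 under CIP, 47 under ERY, 52 under TET, 41 under CAZ, 45 under IPM, 27 under PME, 45 under MMC and 63 under KAN, and camera with its preset correlation called 32 under KAN and 31 under PME.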

Similar to the analysis of the proportion of differentially regulated genes (Table 1), KAN impacted cell physiology the most, whereas PME had little impact on cell physiology. Different antibiotics led to shared and different impacts on E. coli’s transcriptomes. For carbon metabolism, stress response, amino acid biosynthesis, and quorum sensing, treatment with different antibiotics led to nearly the same downregulation. 

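Of the 10 stress sets, those called downregulated numbered 4 under CHL, 3 under CIP, 3 under ERY, 3 under TET, 2 under CAZ, 3 under IPM, 0 under PME, 3 under MMC and 5 under KAN. The 0 of PME was also 0 by Fisher's exact test at an unadjusted p under 0.05 and by fry, and 1 by camera with its preset correlation. Those called upregulated were the SOS set under CIP, CAZ and MMC, the efflux pumps under CIP and KAN, and the osmotic and *arn* sets under PME.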

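The 5 nucleotide sets gave 9 upregulated calls, 1 under TET, 3 under CAZ, 2 under IPM, 1 under PME and 2 under MMC, and 2 downregulated calls, IMP under ERY and UMP under PME. Flagella, pilus, colanic acid and autoinducer 2 made up 5 sets, with upregulated calls numbering 1 under CHL, 2 under CIP, 1 under TET, 1 under MMC and 4 under KAN. For PME, Fisher's exact test gave no upregulated set at an unadjusted p under 0.05 either, and fry none, but camera with its preset correlation called 4. No downregulated call was made under any antibiotic, at an unadjusted p under 0.05 or by camera, while fry made 2 under CHL, 2 under TET and 1 each under CIP, ERY, IPM, MMC and KAN.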

The responses in nucleotide biosynthesis, mobility, pilus, and biofilm were restricted to several antibiotics, although all these antibiotics led to the same upregulation. 

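Calls in the 4 energy sets were upregulated under CHL (3 sets), ERY (3) and TET (1), and downregulated under CIP (1), TET (1), PME (1), MMC (1) and KAN (2). Both cell wall sets were called downregulated under KAN and 1 of them under CHL. For the ribosomal proteins, no set was called under PME, MMC and KAN by Fisher's exact test or fry, with 1 upregulated under MMC at an unadjusted p under 0.05 and 1 downregulated under PME by camera.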

The antibiotics’ impact on energy conservation, protein biosynthesis, and cell wall biosynthesis were different: KAN regulated these cellular functions differently with the majority of antibiotics, and CHL also had a different regulatory pattern from those of ERY, CAZ, and IPM. KAN also led to a specific coupregulation of antibiotic resistance efflux pumps.

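Outside KAN, the efflux pump genes upregulated and downregulated numbered 8 and 7 under CHL, 19 and 7 under CIP, 5 and 9 under ERY, 13 and 11 under TET, 9 and 5 under CAZ, 8 and 4 under IPM, 4 and 0 under PME and 13 and 8 under MMC. Their medians were 0.18 under CHL, 0.60 under CIP, -0.13 under ERY, 0.45 under TET, 0.29 under CAZ, 0.20 under IPM, 0.49 under PME and 0.25 under MMC. It was called upregulated under CIP as well. Under CIP, the set was no longer called without CIP replicate 1 or 3 or water replicate 1 or 3 (medians between 0.53 and 0.62). Without water replicate 3, the set was also called under PME (median 0.47).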

### Shared differentially regulated genes upon treatment with different antibiotics.

Genes that were coupregulated or codownregulated under treatment with all nine antibiotics were analyzed, leading to the finding of 8 coupregulated genes and 30 codownregulated genes (Table 2). Out of these 38 genes, 11 are stress response related and 18 are sulfur metabolism related. Therefore, these two aspects of physiology exhibited coregulation by treatment with antibiotics.

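In the fits, 13 genes were called upregulated and 27 downregulated under every antibiotic. The first group holds all 8 genes of the paper's list together with *cspG*, *ftnA*, *yedA*, *mprA* and *rlmG*, and the second holds 22 of its 30 together with *metN*, *gsiA*, *yfeH*, *zupT* and *metF*. All 38 genes of the paper's list moved in the listed direction under all 9 antibiotics. Missing a call under PME were *nhaA*, *ybaT*, *rmf*, *yohC*, *yhiM* and *arrS*, and missing one under CAZ were *cysH* and *cysI*. If the antibiotics changed genes independently of each other, 0.00419 upregulated and 0.00392 downregulated genes would be shared. The 7 comparisons with water share its 3 libraries. In 10 simulations of unchanged groups against the same controls, no gene was shared by all 9 in either direction, but at most 3 genes changed in a simulated fit, so this is no measure of the overlap among genes that do change.

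PME, with the fewest changed genes, sets these numbers: the other 8 antibiotics shared 74 upregulated and 171 downregulated genes. The upregulated group had 1 gene without water replicate 3, 4 without water replicate 1 or 2, 7 without PME replicate 1 or 2, and 29 without PME replicate 3. The downregulated group had 8 without water replicate 3, 13 without water replicate 1, 17 without water replicate 2 and 42 without PME replicate 3. As ratios of mean FPKM, the 342 folds of the 38 genes had a median of 7.30 and ran from 1.06 (CIP) to 289 (KAN), all above 1 in the listed direction. As TMM-scaled edgeR folds their median was 8.74.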

**TABLE 2:** Genes codifferentially regulated upon antibiotic treatment^*a*^

Gene	Gene ID	Fold change									Product name	Annotated function
		TET	MMC	IPM	CAZ	KAN	CIP	PME	ERY	CHL		
Upregulation												
b0721	*sdhC*	20.99	6.54	10.11	8.95	6.15	5.89	4.18	9.81	6.89	Succinate dehydrogenase	Respiration
b1530	*marR*	2.99	4.65	9.36	6.98	43.75	125.87	5.23	6.12	3.16	DNA-binding transcriptional repressor	Antibiotic resistance
b1558	*cspF*	26.55	10.75	6.23	9.30	5.45	13.73	5.09	8.45	5.03	Cold shock-like protein	Cold stress response
b1915	*yecF*	3.38	4.55	2.54	4.29	3.26	4.34	2.94	2.32	4.52	DUF2594 domain-containing protein	Unknown
b2533	*suhB*	2.48	9.52	6.48	7.37	4.78	8.04	2.45	3.16	1.92	Nus factor	rRNA maturation
b2667	*ygaV*	8.57	7.34	32.22	26.21	51.66	20.28	16.32	41.66	11.80	Putative DNA-binding transcriptional regulator	Transcription regulation
b2668	*ygaP*	8.89	9.77	36.46	31.32	25.78	13.63	12.52	12.49	7.68	Thiosulfate sulfurtransferase	Sulfur metabolism
b3704	*rnpA*	3.45	4.39	4.35	2.95	4.18	7.43	2.74	9.75	7.82	RNase P protein component	tRNA processing
Downregulation												
b0019	*nhaA*	4.05	1.87	2.06	1.78	2.45	3.23	2.36	4.66	5.32	Na^+^:H^+^ antiporter	Sodium ion homeostasis
b0207	*dkgB*	3.07	2.27	3.38	3.92	2.20	2.08	3.95	6.92	3.02	Methylglyoxal reductase	Detoxification
b0486	*ybaT*	175.04	15.06	4.98	15.49	49.96	21.34	2.77	2.49	4.34	Putative copper transporter	Copper resistance response
b0605	*ahpC*	8.14	4.61	2.67	4.24	15.62	5.01	3.69	7.07	5.19	Peroxidase component of alkyl hydroperoxide reductase	Oxidative stress response
b0606	*ahpF*	2.44	4.51	2.81	4.41	4.60	3.53	3.11	3.05	4.05	Peroxiredoxin reductase component of alkyl hydroperoxide reductase	Oxidative stress response
b0828	*iaaA*	3.39	6.49	4.05	4.13	4.11	4.29	2.89	3.26	2.33	Isoaspartyl dipeptidase proenzyme	Amino acid biosynthesis
b0953	*rmf*	35.74	5.48	3.41	4.10	35.20	44.40	5.92	17.44	6.48	Ribosome modulation factor	Ribosome protection
b1287	*yciW*	8.76	7.19	12.28	9.72	6.18	8.94	17.57	17.79	10.55	Putative peroxidase	Cysteine tolerance
b1729	*tcyP*	2.05	4.28	7.81	3.79	1.99	3.79	9.41	2.42	3.03	Cystine/sulfocysteine:cation symporter	Sulfur metabolism
b2013	*tsuA*	4.97	10.21	49.13	8.45	11.81	7.87	51.64	5.63	4.76	Thiosulfate transporter	Sulfur metabolism
b2135	*yohC*	9.91	5.04	4.95	5.19	37.95	15.41	2.01	4.93	8.82	Putative inner membrane protein	Unknown
b2241	*glpA*	10.13	10.14	28.37	22.93	4.99	4.83	35.01	4.24	23.38	Anaerobic glycerol-3-phosphate dehydrogenase subunit A	Respiration
b2414	*cysK*	2.72	8.25	12.56	6.50	20.56	10.22	9.73	6.19	4.77	Cysteine synthase A	Sulfur metabolism
b2421	*cysM*	2.57	4.57	4.37	4.20	3.91	4.26	5.51	3.81	3.82	Cysteine synthase B	Sulfur metabolism
b2422	*cysA*	13.77	27.91	34.32	15.51	16.44	39.86	67.64	23.07	7.29	Sulfate/thiosulfate ABC transporter ATP binding subunit	Sulfur metabolism
b2423	*cysW*	17.90	27.37	22.88	13.64	12.07	40.12	85.87	23.99	10.81	Sulfate/thiosulfate ABC transporter inner membrane subunit CysW	Sulfur metabolism
b2424	*cysU*	18.47	21.31	20.92	13.64	13.79	46.49	72.58	23.26	12.74	Sulfate/thiosulfate ABC transporter inner membrane subunit CysU	Sulfur metabolism
b2425	*cysP*	21.85	29.53	29.08	16.11	25.79	44.15	71.89	30.03	16.93	Thiosulfate/sulfate ABC transporter periplasmic binding protein CysP	Sulfur metabolism
b2750	*cysC*	6.62	12.11	20.88	11.62	5.31	14.38	13.37	18.23	6.20	Adenylyl-sulfate kinase	Sulfur metabolism
b2751	*cysN*	9.37	13.65	10.53	12.43	5.65	13.61	11.04	8.13	5.13	Sulfate adenylyltransferase subunit 1	Sulfur metabolism
b2752	*cysD*	11.02	20.49	39.05	17.08	10.65	21.38	41.75	24.31	16.82	Sulfate adenylyltransferase subunit 2	Sulfur metabolism
b2762	*cysH*	11.52	11.45	23.94	6.03	36.37	37.69	36.47	19.21	10.43	Phosphoadenosine phosphosulfate reductase	Sulfur metabolism
b2763	*cysI*	13.60	16.99	23.33	9.71	30.77	50.28	79.25	29.45	9.34	Sulfite reductase, hemoprotein subunit	Sulfur metabolism
b2764	*cysJ*	14.06	15.34	16.53	9.79	76.36	40.98	74.41	26.08	10.07	Sulfite reductase, flavoprotein subunit complex	Sulfur metabolism
b3491	*yhiM*	242.66	18.38	18.48	64.46	67.48	33.71	3.04	9.90	38.44	Inner membrane protein	Acid stress response
b3990	*thiH*	10.10	8.77	4.85	4.22	12.70	1.93	3.10	9.28	11.33	2-Iminoacetate synthase	Sulfur metabolism
b3991	*thiG*	10.16	8.62	4.87	4.37	8.92	1.92	2.99	6.17	8.21	1-Deoxy-d-xylulose 5-phosphate:thiol sulfurtransferase	Sulfur metabolism
b3992	*thiF*	9.47	6.95	5.12	4.32	8.25	1.63	3.07	11.80	11.96	Sulfur carrier protein, ThiS adenylyltransferase	Sulfur metabolism
b4452	*gadY*	5.50	3.22	4.14	6.97	7.14	2.14	3.55	4.25	14.11	Small regulatory RNA	Acid stress response
b4704	*arrS*	264.70	10.50	9.46	14.81	438.25	18.50	2.73	5.55	27.53	Small regulatory RNA	Acid stress response

a Upregulated fold change indicates the FPKMs of the antibiotic-treated group in relation to the control group. Downregulation fold change indicates the FPKMs of the control group in relation to the antibiotic-treated group. ID, identifier.

The *marR* gene, which is a global regulator of antibiotic resistance genes, was shown to be upregulated upon treatment with all antibiotics, in agreement with its important role in regulating antibiotic resistance. However, stress response genes for other stresses were differentially regulated. 

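*marR* (b1530) had log2 fold changes of 1.67 under CHL, 6.99 under CIP, 2.59 under ERY, 1.57 under TET, 2.82 under CAZ, 3.14 under IPM, 2.38 under PME, 2.17 under MMC and 5.51 under KAN. Under CIP its mean in TMM-scaled CPM rose from 3.55 ± 0.102 in water to 458 ± 107 (SD, n = 3 each). Every comparison passed the threshold, the highest Benjamini-Hochberg adjusted p of edgeR's quasi-likelihood test being 0.00719, and in each the 3 treated libraries lay above the 3 control libraries. Without water replicate 3, *marR* was not called under PME (log2 fold change 2.39).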

Other than the putatively cold stress response-related *cspF*, which was coupregulated, stress response genes for sodium ions, copper, oxidative stress, and acid stress were codownregulated. This suggests that regulation of these stress response pathways is stress specific, and this downregulation may help cells to better deal with antibiotics.

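*cspF* (b1558) had log2 fold changes of 2.37 under CHL, 3.78 under CIP, 3.08 under ERY, 4.71 under TET, 3.23 under CAZ, 2.56 under IPM, 2.34 under PME, 3.38 under MMC and 2.50 under KAN. *cspF* lost its PME call without water replicate 3 (log2 fold change 2.24). *ahpC* (b0605) and *ahpF* (b0606), of the oxidative stress response, were downregulated under all 9 antibiotics, *ahpC* from -1.47 under IPM to -3.90 under KAN and *ahpF* from -1.28 under TET to -2.20 under MMC. *gadY* (b4452), of acid resistance, was downregulated under all 9, from -1.09 under CIP to -3.82 under CHL. Under PME, *ahpC* was no longer called without water replicate 1 or 3 (log2 fold changes -1.94 and -1.79). *ahpF* lost its PME call without water replicate 3 (log2 fold change -1.59). Without PME replicate 1 or water replicate 1, 2 or 3, *gadY* was not called under PME (log2 fold changes between -1.95 and -1.60), and without water replicate 2 it was not called under MMC (log2 fold change -1.45).

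The sodium antiporter gene *nhaA* (b0019) was downregulated under CHL, CIP, ERY, TET, CAZ, IPM, MMC and KAN, from -0.81 under CAZ to -2.40 under CHL, and had -1.23 under PME. *yhiM* (b3491) was downregulated under the same antibiotics, with its largest fall under TET (-7.92), and had -1.59 under PME. *nhaA* gained a call under PME without PME replicate 3 (log2 fold change -0.98). Under PME, *yhiM* was called with PME replicate 3 left out (log2 fold change -1.09).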

A significant finding with this analysis is the strong and shared codownregulation of all sulfur metabolism-related genes. This is in agreement with the finding that sulfur uptake and assimilation (Fig. 2C and Fig. S24A and S25) and biosynthesis of sulfur-containing amino acids (Fig. 2E and Fig. S29G and 29H) were downregulated after treatment with all antibiotics. This finding prompted us to wonder whether the response to antibiotics and sulfur metabolism are related in E. coli.

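The 12 *cys* genes of the list (*cysA*, *cysC*, *cysD*, *cysH*, *cysI*, *cysJ*, *cysK*, *cysM*, *cysN*, *cysP*, *cysU* and *cysW*) had median log2 fold changes of -3.28 under CHL, -5.26 under CIP, -4.57 under ERY, -3.64 under TET, -3.53 under CAZ, -4.48 under IPM, -5.73 under PME, -4.04 under MMC and -3.85 under KAN. All 108 values lay below 0. With any water library left out, the median nearest to 0 was -3.31 (CAZ, without water replicate 1). *cysJ* lost its CAZ call without CAZ replicate 1 or 2 or water replicate 1, 2 or 3 (log2 fold changes between -3.56 and -2.76). Without CAZ replicate 1 or 2 or water replicate 1, 2 or 3, *cysU* was not called under CAZ (log2 fold changes between -3.92 and -3.18). *cysW* lost its CAZ call without CAZ replicate 1 or water replicate 1, 2 or 3 (log2 fold changes between -3.86 and -3.28). The thiosulfate transporter gene *tsuA* (b2013) ran from -2.25 under CHL to -5.67 under PME, and *tcyP* (b1729) from -0.93 under KAN to -3.23 under PME. Under CAZ, *tsuA* was no longer called without CAZ replicate 1 or water replicate 1 or 3 (log2 fold changes between -3.01 and -2.61). *tcyP* lost its CAZ call without CAZ replicate 1 or 2 or water replicate 1, 2 or 3 (log2 fold changes between -1.94 and -1.57).

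**Figure D5:**
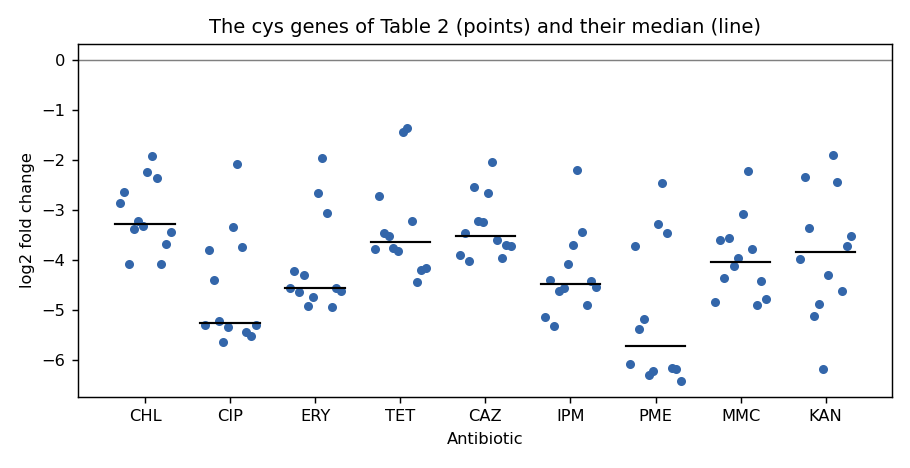
Log2 fold change of the 12 *cys* genes (points) under each antibiotic (horizontal axis), with a line at the median. All points lie below 0, and the line is lowest under PME at -5.73.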

### Regulation of transcription factors.

A total of 210 transcription factors were found to be expressed in investigated transcriptomes (Fig. 3), out of which only 7 (*alpA*, *envY*, *feaR*, *rhaR*, *tdcR*, *gutM*, and *frlR*) were not responsive to antibiotics. 

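A list of 180 transcription factor genes, chosen after seeing the data and before any test of it, stood in for the list of Fig. 3. Of them 179 were tested and 177 were called under at least 1 antibiotic, and *alpA* and *gutM* were called under none. With 1 library left out, *alpA* was called under CHL (2.49 without CHL replicate 3) and *gutM* under KAN (-0.90 without water replicate 2). *tdcR* was not tested. *envY* was upregulated under KAN (0.86), *feaR* under KAN (0.43) and *frlR* under CHL (0.49) and KAN (0.42), while *rhaR* was downregulated under ERY (-0.59). Without KAN replicate 1, 2 or 3 or water replicate 1 or 2, *envY* was not called under KAN (log2 fold changes between 0.61 and 0.94). *feaR* gained a call under ERY without ethanol replicate 1 or 2 (log2 fold changes 0.42 and 0.41), and 1 under CAZ came without CAZ replicate 3 (log2 fold change 0.94). Under CHL, *frlR* was no longer called without CHL replicate 1, 2 or 3 or ethanol replicate 1 or 2 (log2 fold changes between 0.36 and 0.50), and under KAN it was not called without KAN replicate 2 or 3 or water replicate 3 (log2 fold changes between 0.37 and 0.39). *frlR* gained a call under ERY without ethanol replicate 3 (log2 fold change 0.51). Without ERY replicate 1 or 2 or ethanol replicate 1 or 2, *rhaR* was not called under ERY (log2 fold changes between -0.56 and -0.44). *rhaR* gained a call under KAN without water replicate 2 (log2 fold change -0.51).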

Seventy-seven genes showed bidirectional regulation by different antibiotics, also known as upregulation on some antibiotics and downregulation on some others. 

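In this list, 95 genes were upregulated under at least 1 antibiotic and downregulated under another. Requiring a log2 fold change of at least 1 as well left 32 of them.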

KAN led to significant differential regulation of the majority of transcription factor-coding genes (172/210 [81.9%]), whereas PME led to significant differential regulation of very few transcription factor-coding genes (9/210 [4.3%]). This is in agreement with the fraction of all genes that were significantly regulated by these two antibiotics (Table 1).

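KAN changed 157 of the 179 (87.7%), and PME 12 (6.70%). The numbers under the other antibiotics were 90 (CHL), 123 (CIP), 110 (ERY), 122 (TET), 76 (CAZ), 65 (IPM) and 85 (MMC). Among all tested genes the shares were 84.7% for KAN and 6.45% for PME. The PME number was 0 without water replicate 3 (14 higher and 19 lower at an unadjusted p under 0.05), 2 without water replicate 1, 3 without water replicate 2, 7 without PME replicate 1 and 42 without PME replicate 3, and DESeq2 gave 29 with all libraries. That for CAZ was 47 without water replicate 3 and 50 without CAZ replicate 1, and that for IPM 37 without water replicate 3 and 41 without IPM replicate 2.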

**FIG 3:**
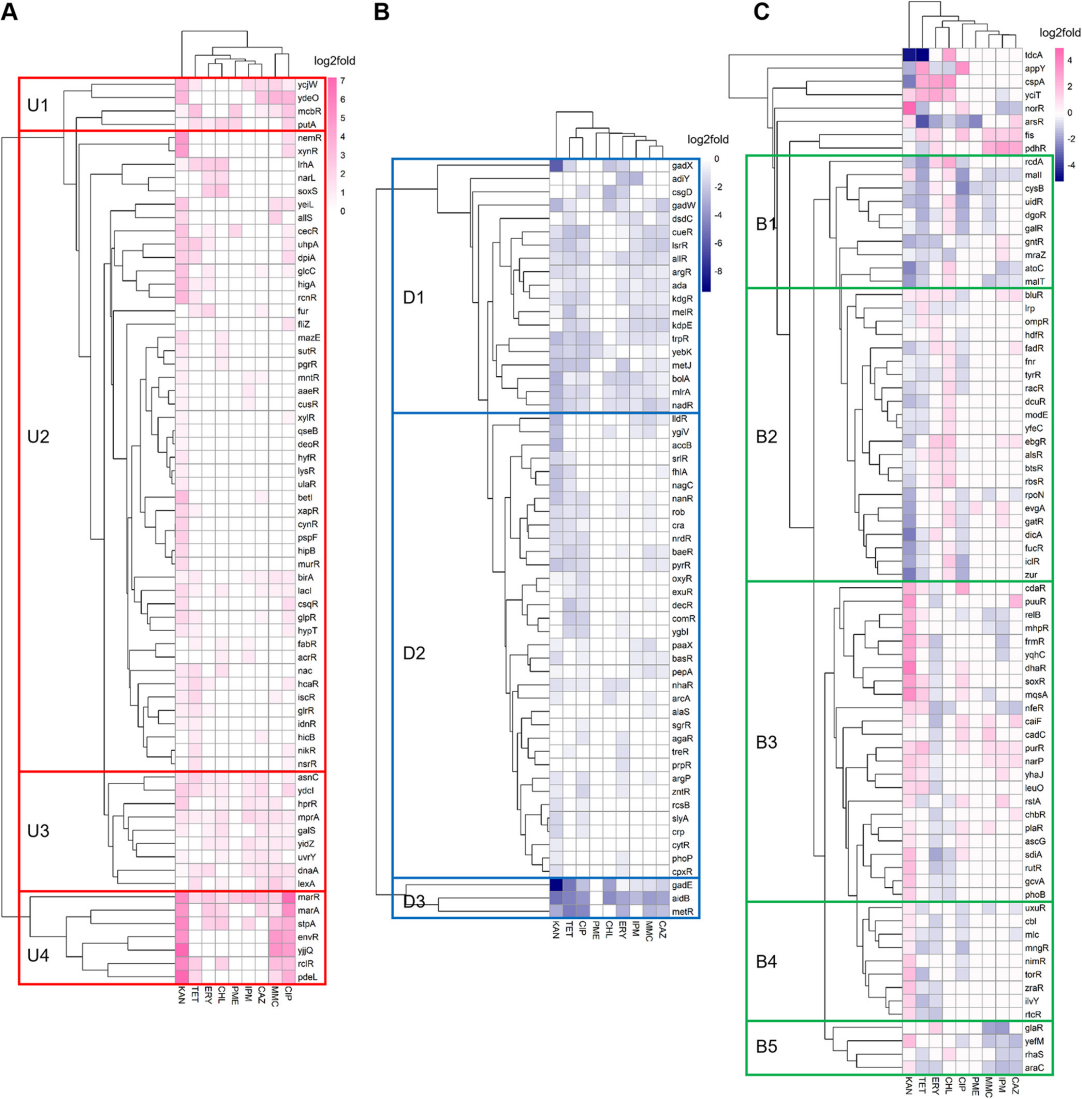
Regulation of transcription factors by antibiotics. (A) Upregulated transcription factors; (B) downregulated transcription factors; (C) bidirectionally regulated (both upregulated and downregulated) transcription factors.

With hierarchal clustering analysis, the transcription factors could be clustered in coregulated groups suggesting shared regulatory patterns. 

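In the list used here, 49 genes were called upregulated under at least 1 antibiotic and downregulated under none. Genes upregulated under a given antibiotic, whatever they did elsewhere, numbered 62 under CHL, 50 under CIP, 38 under ERY, 52 under TET, 40 under CAZ, 28 under IPM, 7 under PME, 33 under MMC and 93 under KAN.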

For genes that were upregulated by antibiotics (Fig. 3A), four clusters could be observed: cluster U1 and U3 genes showed general upregulation on most antibiotics except for PME, cluster U2 genes were upregulated by KAN, and cluster U4 genes were strongly upregulated by KAN, MMC, and CIP. For genes that were downregulated by antibiotics (Fig. 3B), three clusters could be observed: cluster D1 genes were downregulated on most antibiotics, cluster D2 genes were commonly downregulated by KAN, TET, and CIP, and cluster D3 genes were strongly downregulated on most antibiotics except for PME. 

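Called downregulated under at least 1 antibiotic and upregulated under none were 33 genes. Those downregulated under a given antibiotic numbered 28 under CHL, 73 under CIP, 72 under ERY, 70 under TET, 36 under CAZ, 37 under IPM, 5 under PME, 52 under MMC and 64 under KAN. The hierarchical clusters of Fig. 3 were not analysed here.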

For genes that showed bidirectional regulation (Fig. 3C), five clusters could be observed: cluster B1 was characterized by upregulation on CHL and downregulation on KAN, TET, CIP, and MMC; cluster B2 was characterized by upregulation on ERY and CHL and downregulation on KAN, TET, and CIP; cluster B3 was characterized by upregulation on KAN, TET, and CIP and downregulation on ERY; cluster B4 was characterized by upregulation on KAN and downregulation on TET, ERY, and CIP; and cluster B5 was characterized by downregulation on MMC, IPM, and CAZ. This clustering pattern implies the presence of mechanisms for coordinated regulation of transcription factors which, in turn, govern global transcription regulation.

## DISCUSSION

Transcriptomics is a commonly used powerful tool to elucidate genome-wide changes of cellular functions in response to external or internal signals, substrates, and other disturbances. Although downstream protein translation efficiencies, posttranslational modifications, regulation of protein activities, and other cellular processes can also impact or even determine cellular functions, regulation at the transcriptional level nevertheless is still a major driver for regulation of cell physiology. Therefore, determining transcriptomic changes is a key step in understanding how cell function is modulated.

This work provides a comprehensive comparative analysis on how different antibiotics impact bacterial transcriptomes using E. coli K-12 MG1655 as a model organism. Understanding how antibiotics impact bacterial physiology helps us in understanding how bacteria adapt to stresses from our most powerful weapons against bacterial infections, what bacteria can potentially do to resist antibiotics, and what may be a good target for further developing antibiotics. It also helps us better understand fundamental microbial processes. With this understanding, bacterial weaknesses against different classes of antibiotics may be exposed, which may provide hints on how the synergistic use of antibiotics could target different weaknesses and show higher efficacy.

Treatment with antibiotics led to enormous changes in the transcriptomes of E. coli. The high proportions of differentially expressed genes, enriched pathways, and GO terms all indicate that antibiotics have in general substantial impacts on E. coli’s physiology. This is also supported by further detailed analysis showing that nearly all major aspects of cell physiology are influenced by antibiotics. On the other hand, the level of impacts differs from antibiotic to antibiotic. Judging from the proportion of the genome that is significantly up- or downregulated, KAN appears to have the strongest impact, whereas the impact of PME appears minor. This observation suggests that antibiotics do not elicit the same responses in E. coli.

With in-depth comparison of transcriptomic changes following treatment of each antibiotic, we were able to summarize the major aspects of physiology impacted by antibiotics, and compare changes between antibiotics (Fig. 2K). The global downregulation of carbon metabolism, stress response (except for antibiotic resistance and SOS response), amino acid biosynthesis, and quorum sensing suggest common strategies against these antibiotics: cells reduce food hunting, shut down unnecessary response mechanisms, stop energy-consuming processes, and cease communication and intercellular collaborations. These responses suggest acute passive reactions of E. coli to step back from routine business and save for harsh times. Meanwhile, in response to certain antibiotics, including CHL, CIP, ERY, TET, MMC, and KAN (antibiotics that are not cell wall inhibitors like CAZ, IPM, and PME), E. coli upregulates proactive processes to save itself: it upregulates mobility and pilus to evade detrimental chemicals and upregulates pilus and biofilm formation to go into a more protective form. The SOS response, which is a key stress response pathway, is activated upon treatment of antibiotics that interfere with DNA replication, which agrees with the mechanism of the SOS response: it responds to accumulation of single-stranded DNA and initiates DNA repair (31). With other antibiotics, SOS response pathways are not always activated, with upregulation observed only on CIP, TET, CAZ, and KAN. For energy conservation, protein biosynthesis, and cell wall biosynthesis, E. coli adopts different strategies for KAN and for other antibiotics. For KAN, E. coli shuts down energy conservation, protein biosynthesis, and cell wall biosynthesis, whereas for other antibiotics, E. coli upregulates or does not change its energy conservation, upregulates protein biosynthesis and nucleotide biosynthesis (possibly for the synthesis of proteins needed to respond to antibiotics), and reinforces the cell wall (mostly for cell wall inhibitors, not for CHL). This fundamental difference may suggest that E. coli considers KAN a major threat and shuts down everything that is not needed, whereas for the other antibiotics, E. coli is still getting ready for a battle. In agreement with this, other than antibiotic-specific β-lactam and polymyxin resistance pathways, E. coli fully upregulates its arsenal of efflux pumps in response to KAN (Fig. S25), to proactively extrude this antibiotic from its cytoplasm.

These transcriptomic analyses paint us a picture of how E. coli uses different strategies against different antibiotics. E. coli considers KAN a highly dangerous antibiotic and therefore shuts down everything possible, gives up active adaptation, proactively turns on efflux pumps, initiates movements, and gets ready to form more protective biofilms. In this case, E. coli plays a pessimistic game, to hibernate, run, and defend. For the other antibiotics, E. coli believes it can still put up a fight and therefore upregulates protein and nucleotide biosynthesis and gets ready to synthesize whatever protein may be needed to proactively adapt to threat. Meanwhile, when dealing with cell wall inhibitors, E. coli is more defensive, as it upregulates cell wall biosynthesis in an attempt to overcome the weakening of the cell wall; when dealing with non-cell wall inhibitors, E. coli is more evasive, as E. coli upregulates mobility and biofilm formation; and when dealing with PME, E. coli is ignorant, as it almost does not change its transcriptome. Although there are still other antibiotic-specific responses, we believe that we can classify the strategies E. coli uses against antibiotics into four categories: the pessimistic (KAN), the defensive (CAZ and IPM), the evasive (CHL, CIP, ERY, TET, and MMC), and the ignorant (PME). A summary of this theory is shown in Fig. 4. With Uniform Manifold Approximation and Projection (UMAP) analysis, it can be further observed that the transcriptomes of each category appear to cluster together, with the exception of MMC, supporting the general suggestion that E. coli applies different strategies for dealing with antibiotic stress.

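The paper reasons from gene regulation to categories: it states that KAN shuts down energy conservation, protein biosynthesis and cell wall biosynthesis, that cell wall inhibitors raise cell wall biosynthesis, that the remaining antibiotics raise mobility and biofilm formation, and that PME changes almost nothing. From this it proposes 4 categories. UMAP was not analysed here, and distances between the mean transcriptomes of log10(FPKM + 1) were used in its place. The mean Euclidean distance was 20.8 within categories and 25.4 between them. Of the 756 ways to assign the 9 antibiotics to categories of these sizes, 91 gave a difference as low as or lower than -4.59 (one-sided exact permutation p = 0.120, smallest possible 0.00132). The same exact test gave p = 0.0979 with z-scored values and 0.222 with log2 fold changes. Among the 9 antibiotics, controls left aside, the nearest neighbour of MMC was CAZ, at 14.6, as was that of PME, at 18.0. CAZ and IPM were nearest to each other (11.3), as were CHL and ERY (16.1).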

**FIG 4:**
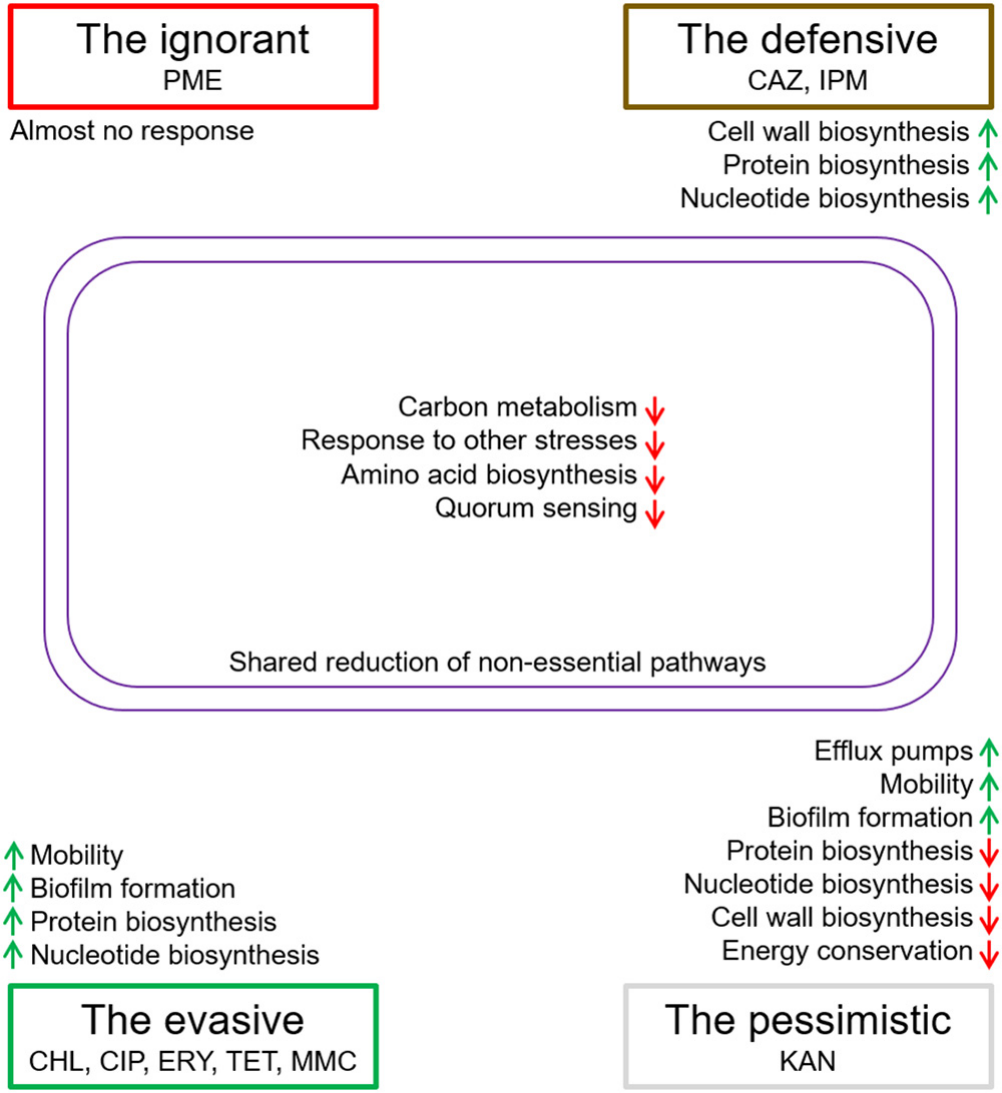
Shared and unique strategies E. coli uses against antibiotic stress.

Although E. coli apparently uses different strategies for different antibiotics in accordance to the level of threat it probes, the levels of threat from all nine antibiotics are actually the same (50% inhibited growth). We believe that the stronger the response is, the most likely cells can successfully survive under the same level of threat. Therefore, out of all nine antibiotics, KAN is possibly the least dangerous, although E. coli is more pessimistic. Meanwhile, the most dangerous chemical out of all antibiotics, we believe, is PME, as it leads to little transcriptomic response, although it has the same level of threat as the other antibiotics. This may have to do with the particularly good efficacy of PME against all Gram-negative bacteria and the fact that it evades most antibiotic resistance mechanisms.

In conclusion, the transcriptomic responses of E. coli to nine classes of antibiotics were studied in detail. Large changes in transcriptomes were found, suggesting that the impact of antibiotics on E. coli’s physiology is significant. E. coli uses both shared and unique strategies against the stress of antibiotics, and several interesting findings, including the global downregulation of sulfur metabolism, were obtained.

## MATERIALS AND METHODS

### Bacterial strain and antibiotics.

E. coli K-12 strain MG1655 was used as a model system to analyze the dynamic transcriptional response to subinhibitory concentrations of antibiotics.

Nine different classes of antibiotics were used in this work: tetracycline (TET; tetracyclines), mitomycin C (MMC; mitomycins), imipenem (IPM; carbapenems), ceftazidime (CAZ; β-lactams), kanamycin (KAN; aminoglycosides), ciprofloxacin (CIP; quinolones), polymyxin E (PME; colistins), erythromycin (ERY; macrolides), and chloramphenicol (CHL; amphenicols). The concentrations of antibiotics used in this study are listed in Table S1 in the supplemental material. Erythromycin and chloramphenicol were dissolved in 100% ethanol. All seven other antibiotics were dissolved in sterile double-distilled water.

### Determination of bacterial growth curves.

E. coli K-12 strain MG1655 was grown to mid-logarithmic phase in LB broth at 37°C, diluted 100-fold, and inoculated to 96-well microplates containing 300 μL of Mueller-Hinton broth (MHB) medium with different concentrations of antibiotics in each well. Each antibiotic concentration was repeated in three wells. The microplates were incubated at 37°C with shaking at 200 rpm for 24 h, and the value of optical density at 600 nm (OD_600_) was measured every 1 h using the Automated Microbiology Growth Analysis System FP-1100-C (Bioscreen, Finland). The growth curves were modeled by fitting the dose-response model shown in equation 1:

(1) $$y=A_{1}+\frac{A_{2}-A_{1}}{1+10^{\log(x_{0}-x)\times p}}$$

In equation 1, *y* represents value of OD_600_, *x* represents the growth time, and *A*_1_, *A*_2_, *p*, and *x*_0_ are constants.

### Determination of IC_50_.

Based on growth curves, the concentration-inhibition rate curves were modeled by fitting the logistic model shown in equation 2:

(2) $$y=A_{2}+\frac{A_{1}-A_{2}}{1+{\left(\frac{x}{x_{0}}\right)}^{p}}$$

In equation 2, *y* represents percent growth inhibition, *x* represents concentration of antibiotics, and *A*_1_, *A*_2_, *p*, and *x*_0_ are constants (32). When *y* equals 50%, the *x* value calculated with equation 2 is the IC_50_ value indicating the level of antibiotic at 50% inhibition (33).

### Bacterial growth and RNA extraction.

E. coli K-12 strain MG1655 was cultivated in LB broth at 37°C and grown to mid-logarithmic phase. Then the culture was inoculated in MHB medium (1% inoculant) containing IC_50_ values of antibiotics and grown to mid-logarithmic phase with shaking (Table S1). Three replicates were performed for each antibiotic. Cultures with addition of 100% ethanol in place of antibiotics were used as controls for erythromycin and chloramphenicol. For the other seven antibiotics, cultures with no antibiotic or ethanol addition were used as controls. RNA was extracted using the bacterial RNA kit (Omega Bio-Tek, USA) according to the manufacturer’s instructions.

### Transcriptome sequencing and bioinformatics.

A total amount of 3 μg of RNA per sample was used for transcriptomic analysis. Sequencing libraries were generated using NEBNext Ultra directional RNA library prep kit. Sequencing was done with Illumina HiSeq 2500. Read mapping was performed using Bowtie2 (34). HTSeq was used for quantification of expression levels (35). DESeq on the R platform was used for calculation of differentially expressed genes (36). GO, KEGG, and EcoCyc enrichment analysis was done with Fisher’s exact test. All *P* values were adjusted with the Benjamini-Hochberg procedure to generate false-discovery rates (FDRs; adjusted *P* values). GO enrichment analysis was performed using the clusterProfiler package on the R platform (37). The E. coli database used for mapping was org.EcK12.eg.db. GO clustering was done with the emapplot function of the clusterProfiler package. EcoCyc enrichment analysis was done with the enrichment tools in the SmartTable functions on the EcoCyc website (38). KEGG pathway mapping and figure generation were performed with the PathView website (39). For hierarchal clustering analysis of gene expression, the gene expression levels were normalized to z-scores of log_10_(FPKM + 1), where FPKM is fragments per kilobase per million. For hierarchal clustering analysis of the regulation of transcription factors, the UMPGA method was used as the clustering method. Transcription of genes that were not significantly regulated was considered unchanged. The transcription factor list was obtained from RegulonDB (40). Hierarchical clustering analysis and heat map calculation were performed with the pheatmap package on R platform. For UMAP analysis of FPKM vectors of each transcriptome, the umap package on R platform was used. The ggplot2 package was used for figure drawing.

### Data availability.

Transcriptomic data from this work can be found at Gene Expression Omnibus under accession number GSE220559.

How the deposited data were processed for this re-analysis (not part of the article)

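The data come from 33 cultures of *E. coli* K-12 MG1655, 3 for each of 9 antibiotics, water and ethanol. Samples were grouped by the antibiotic or solvent in their labels. The read counts deposited for each library were made by the authors, who mapped the reads of directional libraries with Bowtie2 and counted them on genes with HTSeq, without normalization. The FPKM values, per the file headers, were also computed by the authors, and the values show that they divided each count by gene length and by the total count of the library. The versions of these tools, the annotation release, the strand setting and the filters on reads are not given in the sources used here. Where the supplied part of Table S2 gives counts (1602 genes), all 52866 values are equal to those of the files.

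The files hold 4498 genes, of which 4488 were matched by locus tag to the reference and 10 were not. By the reference, 22 are ribosomal RNA genes, 86 transfer RNA genes, 64 other noncoding RNA genes and 4176 protein-coding genes. Gene lengths are those that the FPKM values of the files imply, and they differ from the reference in 140 genes. The strand setting of the counting is unknown, so a gene that overlaps a neighbour may hold some of its reads. Total counts per library ran from 5036058 to 8666073, and 70 genes had no count in any library. The most abundant gene took between 4.23% and 33.1% of a library's counts. For counts, the precision set by depth is that of the Poisson distribution. Taken over genes together, replicates varied more than that, with a chi-square per degree of freedom of 5.99 or more. It is 1 value per pair of replicates, so it does not show for how many genes depth limits the precision. For the largest changes, a fold is given as a bound against a floor of 3 counts over the group where 1 group held no counts, and with its 95% counting interval where it held 1 to 3. Both are on the TMM scale and cover counting error only.

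Counts were tested with edgeR 4.0.16 in R 4.3.3, by glmQLFit and glmQLFTest after TMM normalization. Each fit held the 3 libraries of an antibiotic and the 3 of its own control, ethanol for CHL and ERY and water for the other 7, with no covariate. Ethanol was also compared with water. The genes tested were the 4233 kept by filterByExpr over the 11 groups. The threshold was a Benjamini-Hochberg adjusted p of 0.05 without a limit on the fold change. The fits were tested on simulated data, drawn from the means and library totals of the real samples, before they were run on the real counts. Genes shared by all antibiotics were counted over the 9 fits, and the number that shared controls would give was simulated from negative binomial counts.

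Fisher's exact test, one-sided, compared the share of changed genes in each of 73 sets of genes with that in all other tested genes. The sets hold 784 symbols, written by hand, and are not the GO, KEGG and EcoCyc lists that the paper tested. As other tests of the same sets, camera and fry of limma 3.58.1 were run. The rule planned for transcription factor genes needed product names, which the reference used here does not give. A list of 180 symbols, written by hand after the data had been seen and before the list was tested, took its place.

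For Table 2, fold changes were ratios of mean FPKM, as its footnote defines them, with edgeR fold changes beside them. Correlations and distances between transcriptomes used log10(FPKM + 1), and 0.1 as the added value was tried as well. Clustering was by complete linkage on group means scaled per gene. The categories of the Discussion were tested by exact permutation over the 756 assignments of the antibiotics to categories of the same sizes. These steps used Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9.

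The genes named in the text were chosen by a rule written in advance. It takes the genes that the paper names in its text or Table 2 (62 symbols), the members of sets of at most 8 genes, and, per antibiotic, the 2 largest rises and the 2 largest falls. Those had to be past the threshold, with at least 10 counts in every library of the group where they are higher and no overlap between treated and control CPM. As an exception, the values of 1602 genes in the supplied part of Table S2 and the fold changes of Table 2 could be seen before the rule was written. A gene singled out beyond this rule is said to have been chosen after its values were seen.

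As alternatives, DESeq2 1.42.0 took the place of edgeR, and relative log expression or total counts that of TMM. Others were no filter on low counts (4428 genes with at least 1 count), 1 fit of all libraries, the replicate number as a block, a log2 fold limit of 1, removal of ribosomal RNA and transfer RNA genes (50 of the tested genes), the control of the other solvent, and leaving out each library in turn. The UMAP, the clusters of Fig. 3 and the growth inhibition measurements were not analysed here.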

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

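Of the tests below, that of total counts without the 10 most abundant genes was chosen after the result was seen, and it alone. The paper uses the ethanol and water controls as references for the antibiotics, and its text does not report which genes differ between them. Between the 3 ethanol and the 3 water libraries, edgeR's quasi-likelihood test found 1165 of 4233 genes past a Benjamini-Hochberg adjusted p of 0.05, 542 higher and 623 lower in ethanol, and DESeq2 found 1192. It drew attention as a signal in a comparison of genes that the paper's text does not report. The other splits of the same 6 libraries gave at most 2 genes, but each mixes ethanol and water libraries, which by itself lowers the number. The number was 663 without water replicate 3 and 731 without ethanol replicate 1. With libraries scaled by their total counts 1291 genes passed, of which 14.2% were higher in ethanol.

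A difference in depth between the groups was tested first. The ethanol libraries held a median of 7749292 counts and the water libraries 6254530. With the ethanol libraries thinned to at most 6254423 counts, 1157 genes passed, which argues against depth as the cause. The 10 most abundant genes took 43.5% of the counts in ethanol and 27.7% in water, and *ssrA* alone 29.2% and 14.2%. Without the 10 most abundant genes of the 6 libraries, 1178 genes passed, but TMM trims such genes already, so this does not decide on a few genes taking most of the counts. With total counts, their removal took the genes that passed from 1291 to 1132 and the share higher in ethanol to 46.4%, which argues against abundant genes under total counts as the cause of the number, though not of the uneven share. A swapped label is not apparent, since each of the 6 libraries had a higher mean R² with its own group than with any other group. The real split was the only 1 of 10 splits with as many genes, but the other splits mix the 2 groups, and with 10 splits chance cannot be excluded by this count. Library batches are not given in the sources used here, and any difference in handling between the 2 sets of cultures would go together with the solvent. Ribosomal RNA genes took 0.0013% to 0.0023% of the counts in the ethanol libraries and 1.7e-05% to 7.1e-05% in the water libraries. Other noncoding RNA genes took a mean of 7.07% and 3.46%. Whether handling or the solvent gave these differences was not tested. The solvent itself, ethanol against water, is the biological explanation that the design names, and it stays open and untested.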

How the results depend on the processing

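The list of transcription factor genes was chosen after the data had been seen, and no other result or alternative below was. Each result was recomputed with 1 choice changed at a time: DESeq2 in place of edgeR, relative log expression or total counts in place of TMM, no filter on low counts, 1 fit over all 33 libraries, the replicate numbers as a block, a log2 fold limit of 1, ribosomal RNA and transfer RNA genes removed, the control of the other solvent, and 1 library left out. For the 2173 log2 fold changes of named genes and set members, 17884 values recomputed with all libraries kept their side of the threshold. A call was lost in 899 and gained in 652, and 93 values that had a call changed sign. Changes of sign in values without a call were not counted. With 1 library left out, 12013 kept their side of the threshold, 798 lost a call, 227 gained one and 0 that had a call changed sign. Calls of gene sets were as before in 6938 recomputed values with all libraries, lost in 407 and gained in 539, and with 1 library left out as before in 3655, lost in 182 and gained in 105. None of the 175 set calls was made in the opposite direction under any of these alternatives.

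The numbers of changed genes stayed within 1.5 times for CHL, CIP, ERY, TET, CAZ, IPM, MMC, KAN and the ethanol control against water under every alternative that kept all libraries, apart from the log2 fold limit of 1. By its construction, that limit lowered them, to 1074 (CHL), 1660 (CIP), 1197 (ERY), 1710 (TET), 893 (CAZ), 871 (IPM) and 1435 (MMC) and, for ethanol against water, to 418. For PME the number of 273 moved furthest, to 713 with DESeq2, 481 with total counts, 1361 with all 33 libraries in 1 fit and 794 against the ethanol control, and the cause was not tested. With the replicate block it was 142. The replicate numbers do not pair the samples: in no comparison were all 3 correlations between treated and control libraries of the same number above 0.1, and a block also takes degrees of freedom from the fit.

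The 13 genes upregulated by all 9 antibiotics became 25 with DESeq2, 80 with total counts, 60 with all 33 libraries in 1 fit, 7 with the replicate block, 8 with the log2 fold limit of 1 and 34 against the control of the other solvent. All 13 were among the genes found with DESeq2 and with total counts, and 12 of them with all 33 libraries in 1 fit and with the other control. The 27 genes downregulated by all 9 became 17 with total counts, all of them among the 27, and 42 with all 33 libraries in 1 fit, 24 of them among the 27. The cause was not tested.

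For the gene sets, camera with its estimated correlation called 0 sets up and 0 down (17 and 34 at an unadjusted p under 0.05), and fry called 120 up and 300 down, against 57 and 118 by Fisher's exact test. Fisher's test compares a set with all other genes and fry does not, so in comparisons that change most genes fry can call sets that Fisher's test cannot. With its preset correlation, camera called 74 sets up and 177 down, so its 0 came with the estimated correlation between members of a set. Fisher's test makes no allowance for such correlation. The sign of the median of a called set changed with total counts for 4 of the 175 (glycolysis and glycogen metabolism under ERY, and arginine and peptidoglycan biosynthesis under CHL) and for 0 once the shift of the median gene was subtracted. Against the control of the other solvent it changed for 2, nitrate and nitrite reduction under CHL (median -0.40) and ERY (-1.07).

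Among transcription factor genes, those changed in both directions fell from 95 to 32 with the log2 fold limit of 1, and those changed by an antibiotic to 39 (CHL), 61 (CIP), 52 (ERY), 79 (TET), 29 (CAZ), 36 (IPM) and 44 (MMC). The 12 changed by PME became 29 with DESeq2, 52 with all 33 libraries in 1 fit, 5 with the replicate block and 36 against the ethanol control. The number changed by any antibiotic stayed between 176 and 178 with 1 library left out. For the correlations, FPKM without a log transform gave a mean R² of 0.697 between KAN and other groups and 0.761 between the other groups, and the genes kept by filterByExpr gave 0.576 for KAN. The value for KAN was the lower of the 2 under each of these. The cause was not tested.

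Leaving out 1 library moved few of these numbers by more than 1.5 times. IPM gave between 1021 genes (without water replicate 3) and 1879 (without IPM replicate 3), and PME between 38 (without water replicate 3) and 967 (without PME replicate 3), with 68, 105, 171 and 174 without water replicate 1, water replicate 2, PME replicate 1 and PME replicate 2. Ethanol against water ran from 663 (without water replicate 3) to 1027 (without ethanol replicate 3), and was 731 without ethanol replicate 1. The genes upregulated by all 9 numbered between 1 (without water replicate 3) and 29 (without PME replicate 3), with 4 without water replicate 1 or 2 and 7 without PME replicate 1 or 2, and those downregulated by all 9 between 8 (without water replicate 3) and 42 (without PME replicate 3), with 13 and 17 without water replicates 1 and 2. Transcription factor genes changed by CAZ ran from 47 (without water replicate 3) to 93 (without CAZ replicate 3), with 50 without CAZ replicate 1, by IPM from 37 (without water replicate 3) to 84 (without IPM replicate 3), with 41 without IPM replicate 2, and by PME from 0 (without water replicate 3, with 33 at an unadjusted p under 0.05 in edgeR) to 42 (without PME replicate 3), with 2, 3 and 7 without water replicate 1, water replicate 2 and PME replicate 1. Fewer libraries leave fewer degrees of freedom, which lowers such counts by construction, but does not explain the rises. The ranges for the other antibiotics were 1609 to 1877 (CHL), 2448 to 2645 (CIP), 2001 to 2381 (ERY), 2290 to 2613 (TET), 1189 to 1998 (CAZ), 1673 to 2728 (MMC) and 3436 to 3595 (KAN), all within 1.5 times. Set calls ran from 50 to 62 up and from 104 to 122 down, genes changed in both directions among transcription factors from 78 to 100, and the median fold of Table 2 from 6.99 to 7.73.

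Scaling by total counts turned 41 log2 fold changes from called and negative to above 0, each of them smaller than the shift of the median gene under the same antibiotic: under CHL *zntA* 0.051, *sapD* 0.039, *gsiA* 0.058, *dapB* 0.14, *dapD* 0.22 and *artM* 0.15, under CIP *gnd* 0.042, *talB* 0.058, *rhaT* 0.022, *manY* 0.082, *manZ* 0.027, *yejB* 0.13, *dapB* 0.10, *selB* 0.066, *pyrG* 0.11 and *pyrH* 0.023, under ERY *zwf* 0.13, *gnd* 0.30, *rhaR* 0.12, *garD* 0.11, *garK* 0.21, *fucO* 0.24, *aldA* 0.16, *cydB* 0.13, *amtB* 0.11, *sapF* 0.030, *gsiC* 0.042, *yejA* 0.19, *proP* 0.065, *betT* 0.13, *trpA* 0.37, *metH* 0.30 and *thrC* 0.18, under TET *gnd* 0.017, under KAN *xylA* 0.24, *garR* 0.0042, *gltB* 0.18, *hisD* 0.15, *trpB* 0.15, *adk* 0.16 and *mtn* 0.26. The shift follows from the scaling itself.

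Against the control of the other solvent, 52 called log2 fold changes changed sign: under CHL *frlR* -0.12, *manY* -0.48, *xylF* -0.15, *entC* 0.12, *yejB* -0.57, *lysA* 0.64, *dapF* -0.21 and *selA* -0.31, under CIP *rhaB* 1.05, *manY* 0.30, *manZ* 0.11, *xylF* 0.22, *yejA* 0.040, *yejB* 0.70, *selA* 0.032 and *pyrB* 0.52, under ERY *zwf* 0.20, *manY* -0.44, *xylB* 0.30, *xylF* -0.29, *garK* 0.028, *aldA* 0.22, *entB* 0.66, *entE* 1.21, *entF* 0.51, *entH* 0.45, *amtB* 0.21 and *gcvH* -0.028, under TET *rhaA* 0.23, *rhaB* 0.16 and *entC* -0.57, under CAZ *rhaA* 0.038, *manY* 0.075, *garP* -0.82, *entC* -0.71, *entE* -1.04, *yejA* 0.68 and *gcvH* 0.0044, under IPM *rhaB* 0.91 and *entC* -1.38, under MMC *arsB* 1.06, *ykgQ* -0.19, *yejA* 0.13 and *dapF* 0.32, under KAN *feaR* -0.27, *manY* 0.071, *xylB* -1.04, *gudP* -0.14, *entC* -0.67, *entF* -1.67, *yejA* 0.11 and *yejB* 0.24. The 2 controls differ from each other in 1165 genes, and the cause for single genes was not tested. Without CIP replicate 3, the fold of *thiF* under CIP from mean FPKM fell to 0.987, on the other side of 1 (1.2 without CIP replicate 1).

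In simulated counts with the depth and spread of each comparison, edgeR recovered between 33.0% (PME) and 82.0% (KAN) of 200 genes changed by a log2 fold change of 1 or 2, and between 0 (PME) and 12.0% (CAZ) of its calls were false. DESeq2 recovered 49.5% under PME, with 8.33% of its calls false.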

Differences from the paper's values

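The statements compared here were all chosen from the paper, and the list of transcription factor genes, and it alone, was chosen after seeing the data. The totals of changed genes lay above the paper's for all 9 antibiotics, by 1.04 to 1.34 times. The paper used DESeq where edgeR was used here, and whether that gives the shift was not tested. Of the numbers of changed genes that the paper states per antibiotic or for all antibiotics, 2 differ by more than 1.5 times. For PME, the paper gives 78 upregulated genes and 127 were found here. Of the alternatives set before the data were examined, the difference is gone with the replicate block (59), the log2 fold limit of 1 (103) and without PME replicate 1 (80) or 2 (84). It stays with DESeq2 (341), relative log expression (127), total counts (382), no filter (118), all 33 libraries in 1 fit (897), ribosomal RNA and transfer RNA genes removed (126), the ethanol control (382) and without water replicate 1 (17), 2 (34) or 3 (7) or PME replicate 3 (483).

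For genes upregulated by all antibiotics, the paper's number is 8, and 13 were found here. The difference is gone with the replicate block (7), the log2 fold limit of 1 (8) and without PME replicate 1 or 2 (7 each) or any of CIP replicates 1 and 2, TET replicates 2 and 3 and KAN replicates 2 and 3 (12 each). It stays with DESeq2 (25), relative log expression (13), total counts (80), no filter (13), all 33 libraries in 1 fit (60), ribosomal RNA and transfer RNA genes removed (13), the control of the other solvent (34), and without water replicate 1 or 2 (4 each), water replicate 3 (1), PME replicate 3 (29), IPM replicate 3 (15), ERY replicate 1 (14) or any other library (13).

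The fold changes of Table 2 are defined in its footnote as ratios of FPKM. Of the 342, 28 lie within 10% of the ratio of mean FPKM from the deposited values, and 342 lie within 10% of the fold change from edgeR and of that from DESeq2. The latter matches 330 of them within 1%. The paper's folds are therefore on the scale of counts normalized between libraries, and on that scale none differs by more than 1.5 times. On the scale of the footnote, 145 differ by more than 1.5 times, and 120 of these also by more than the SD between replicates (28 for CHL, 31 for CIP, 32 for ERY and 29 for KAN).

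Table 2 lists 30 genes as downregulated by all antibiotics. All were lower in each of the 9 comparisons, and 22 were past the threshold in all 9. The exceptions are *nhaA*, *ybaT*, *rmf*, *yohC*, *yhiM* and *arrS* under PME and *cysH* and *cysI* under CAZ. All 8 were called there with all 33 libraries in 1 fit, the first 6 without PME replicate 3 and the last 2 without CAZ replicate 3 and with the replicate block. DESeq2 also called *nhaA*, *rmf* and *cysI*, the ethanol control *nhaA*, *rmf* and *yohC*, and relative log expression and no filter *nhaA*. Over the whole list, DESeq2 called 25 of the 30 in all 9 comparisons and 1 fit of all libraries 28.

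The paper has *ompA*, *ompC* and *ompN* downregulated by all antibiotics but PME. *ompC* was, but *ompN* was upregulated under CIP (2.53), TET (2.17), MMC (2.77) and KAN (4.36), and *ompA* was upregulated under ERY (0.56) and not called under CHL (-0.15). The paper counts 7 of 210 transcription factor genes as not responsive, and in the other list used here 2 of the 179 tested genes were not called, a difference of more than 1.5 times that cannot be set apart from the difference in lists. DESeq2 called 174 of the 179, which is within 1.5 times of the paper's 7. Of the transcription factor genes that the paper lists as not responsive, 4 were called here: *envY* under KAN (0.86), *feaR* under KAN (0.43), *frlR* under CHL (0.49) and KAN (0.42) and *rhaR* under ERY (-0.59). None of these 5 calls was made with the log2 fold limit of 1, and none but that of *feaR* with DESeq2. With all 33 libraries in 1 fit, those of *envY*, *feaR*, *rhaR* and, under KAN, *frlR* were gone, and with relative log expression those of *envY* and *rhaR*. With the replicate block, no call was made for *envY*, *rhaR* and, under CHL, *frlR*, with no filter none for *rhaR*, and against the other control none in the same direction for *feaR*, *rhaR* and, under CHL, *frlR*. The calls of *envY*, *frlR* and *rhaR* were also lost with 1 library left out, such as KAN replicate 2 (*envY*, *frlR* under KAN), CHL replicate 1 (*frlR* under CHL) and ERY replicate 1 (*rhaR*).

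Uptake of peptides is among the functions that the paper gives as downregulated after treatment. Its median log2 fold change was below 0 for 4 antibiotics and above 0 for 5, and the set was called upregulated under ERY (0.68) and downregulated under KAN (-2.94). For glycine metabolism, given by the paper as upregulated, the median was above 0 for 4 antibiotics and below 0 for 5, from 0.91 under CHL to -3.46 under KAN. For asparagine, given in the same way, it was above 0 for all but TET. Nucleotide biosynthesis is described as globally upregulated by CHL, and of its 5 sets 3 had medians above 0 under CHL and none was called by Fisher's exact test, at an unadjusted p under 0.05 or after adjustment, while fry called 1. Without CHL replicate 3, the UMP set was called upregulated under CHL (1.59) and the IMP set downregulated (-1.35), and without ethanol replicate 1 the glycine set was called upregulated (1.10).

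For 171 pairs of a pathway and a named antibiotic that the sets here cover, the direction stated by the paper was compared with the calls. Statements on treatment in general, such as that on peptide uptake, called in the opposite direction under ERY, are not among these pairs. Some statements on named antibiotics are missing too, such as those on nitrogen assimilation and cyanate, so the counts that follow are not complete. Ammonia assimilation, given as upregulated by ERY and downregulated by TET and KAN, had medians on the other side (-0.05, 0.32 and 0.24). Under CHL its median was on the paper's side (0.77). So were those of cyanate conversion under all antibiotics, and of nitrate and nitrite under KAN (-2.24). Of the 171, 91 were called in that direction by Fisher's exact test, 0 were called in the opposite direction, and 80 were not called. Of the 80, 73 had a median on the side the paper gives, and 7 did not: ethanolamine metabolism down under CHL (0.59), MMC (0.25) and KAN (0.01), siderophore biosynthesis up under ERY (-1.41), iron uptake up under ERY (-0.09), dNTP biosynthesis up under CIP (-0.29), lipopolysaccharide biosynthesis up under ERY (-0.01), where the word gives the paper's direction and the number the median here. Of these 7, fry called ethanolamine metabolism under KAN in the paper's direction, and the control of the other solvent gave a call of iron uptake under ERY. Without CHL replicate 3, ethanolamine metabolism was called up under CHL (0.65), and without ethanol replicate 2 siderophore biosynthesis was called down under ERY (-1.76), both against the paper's direction.

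Of the 73, the following were called in the paper's direction by fry and by no other setting with all libraries: glycolate and glyoxylate metabolism down under KAN (-1.02), amino sugar metabolism down under KAN (-0.82), ethylene glycol metabolism down under ERY (-0.50), IPM (-1.43), MMC (-1.28) and KAN (-0.50), ethanol metabolism down under IPM (-1.47) and KAN (-4.05), ethanolamine metabolism down under CIP (-0.33), molybdate uptake up under CHL (0.78), CIP (0.65), ERY (0.63), MMC (0.32) and KAN (1.23), beta-lactam resistance-related genes up under CAZ (0.19), lipopolysaccharide biosynthesis down under CHL (-0.14), peptidoglycan biosynthesis up under CAZ (0.10), autoinducer 2 biosynthesis down under CIP (-0.71), TET (-0.44), IPM (-0.36), MMC (-0.51) and KAN (-1.80). Called under other settings were glycolysis down under CHL (-0.59) with DESeq2, no filter, 1 fit of all libraries, replicate block, other control, camera and fry, glycogen metabolism down under CHL (-0.37), glycerol metabolism down under CIP (-0.96) and dNTP biosynthesis up under ERY (0.53) with other control and fry, glycolate and glyoxylate metabolism up under CIP (1.37), ethanol metabolism down under CHL (-1.35), CIP (-2.33), ERY (-1.99) and TET (-2.55) and carbohydrate uptake down under CAZ (-0.48) with camera and fry, glycerol metabolism down under TET (-1.57) with 1 fit of all libraries, fold limit, other control, camera and fry, glycerol metabolism down under KAN (-1.99) with fold limit, other control, camera and fry, ethanol metabolism down under CAZ (-1.25) with no filter and fry, ethanol metabolism down under MMC (-1.98), glycine betaine uptake up under KAN (2.71) and flagellar filament and stator up under CIP (2.42) with fold limit, camera and fry, ATP synthase up under CIP (0.62) with total counts and fry, ATP synthase up under CAZ (0.99) with DESeq2, camera and fry, ATP synthase up under IPM (0.62) with total counts, 1 fit of all libraries and camera, sulfate reduction to sulfide down under CAZ (-3.35) with DESeq2, 1 fit of all libraries, replicate block, fold limit, camera and fry, oxidative stress response down under CHL (-0.22) with fold limit and fry, oxidative stress response down under ERY (-0.77) with 1 fit of all libraries, camera and fry, oxidative stress response down under CAZ (-0.48) with DESeq2, relative log expression, no filter, 1 fit of all libraries and other control, osmotic stress response down under CIP (-0.72) with no filter, other control and fry, SOS response up under TET (0.56) with replicate block, other control, camera and fry, SOS response up under KAN (1.78) with total counts, other control, camera and fry, 30S ribosomal proteins up under CHL (0.17) with total counts and other control, 50S ribosomal proteins up under MMC (0.34) with total counts, peptidoglycan biosynthesis up under IPM (0.28) with DESeq2, total counts, 1 fit of all libraries, other control, camera and fry. Not called in any setting that kept all libraries were glycogen metabolism up under PME (0.08), glycolate and glyoxylate metabolism down under IPM (-0.77) and MMC (-0.19), amino sugar metabolism up under TET (0.26), glycerol metabolism down under ERY (-0.45), ethylene glycol metabolism down under CIP (-0.45), TET (-0.21) and CAZ (-0.32), siderophore biosynthesis up under TET (0.17) and CAZ (1.38), molybdate uptake up under CAZ (0.12) and IPM (0.16), glycine betaine uptake up under CHL (0.17), CIP (1.23), ERY (0.41) and TET (0.65), 30S ribosomal proteins up under MMC (0.23) and down under KAN (-0.13), 50S ribosomal proteins down under KAN (-0.08), UMP biosynthesis down under ERY (-1.30), pilus up under MMC (0.85), autoinducer 2 biosynthesis down under CAZ (-0.15). With 1 library left out, the paper's direction was also called for glycolysis under CHL (without any of the 6 libraries), ATP synthase under CAZ (without CAZ replicate 3 or water replicate 3) and IPM (without IPM replicate 3), sulfate reduction under CAZ (without CAZ replicate 3), siderophore biosynthesis under CAZ (1.83 without CAZ replicate 3), the oxidative stress set under CHL (without CHL replicate 2) and CAZ (without CAZ replicate 2 or water replicate 1), the osmotic stress set under CIP (without CIP replicate 1 or water replicate 3), the SOS set under TET (without TET replicate 2 or water replicate 1 or 3), the beta-lactam set under CAZ (without CAZ replicate 2 or water replicate 1), peptidoglycan under IPM (without IPM replicate 3) and the flagellar filament set under CIP (without CIP replicate 2). The sets were written by hand and are not the lists that the paper tested.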

Other observations

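Chosen only after the result was seen were the test of KAN against the choice of scaling, both tests of PME replicate 3, the test of the spread in the PME comparison, those of the water libraries together and one at a time and those of the list of stationary-phase genes. The other tests were set before their results were known.

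For the number of genes changed by each of CHL, CIP, ERY, TET, CAZ, IPM, PME, MMC and KAN, the 6 libraries of the comparison were also divided in the other ways that give groups of 3. For each antibiotic the real split was the only 1 of the 10 splits with as many genes. The largest number from another split was 3 for CAZ, 1 for IPM and 0 for the other 7 antibiotics. The other splits each mix treated and control libraries, so a real difference would widen the spread within their groups and lower their numbers. With 10 splits the share also cannot fall under 0.1, so chance cannot be excluded by this count. With negative binomial counts simulated for unchanged groups, a fit gave at most 3 changed genes, against 273 (PME) to 3585 (KAN) here. This argues against chance variation of the simulated kind as the source of these numbers.

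With libraries scaled by their total counts, most changed genes were higher after treatment, from 59.7% (IPM) to 83.1% (CHL). A candidate explanation is a few genes taking most of the counts, since *ssrA* took 29.2% of the counts in ethanol against 9.42% under CHL and 7.08% under ERY, and 14.2% in water against 6.53% under CIP, 3.85% under TET and 6.19% under PME. Under CAZ it was 13.8%, and against the explanation it was higher than in water under IPM (15.3%), MMC (18.3%) and KAN (20.2%). Without the 10 most abundant genes, the share came closer to 50% for 7 of the 9 antibiotics, to 61.2% (CAZ), 61.1% (CHL), 73.2% (CIP), 58.1% (ERY), 56.8% (IPM), 66.0% (PME) and 63.2% (TET), and moved away from it for MMC (69.8%) and KAN (71.1%). The explanation therefore stays open: it cannot be told apart from a broad rise in these values, as the shares kept above 50% for all 9. A biological rise in the RNA of most genes was not tested, since counts carry no absolute scale.

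KAN changed the most genes. The choice of scaling does not account for it, as the largest number under TMM, relative log expression and total counts was 1.01 times the smallest (3585, 3589 and 3553). Its libraries were not the deepest, with 5370496 to 6068596 counts. The comparison with KAN had the smallest spread between libraries (15.9%), which favours a large number of calls, and how much of the number this gives was not tested. The antibiotic, and the dose chosen for it, is the explanation that the design names, and it was not separated from the rest.

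PME replicate 3 stood apart from replicates 1 and 2. Its chi-square per degree of freedom with them was 483 and 484, against 62.9 between replicates 1 and 2 and at most 198 between the replicates of any other group. Higher in replicate 3 were, in TMM-scaled CPM, *tdcF* (255 against 3.54 and 1.52 in replicates 1 and 2), *tdcE* (744.5 against 16.1 and 10.9) and *ompF* (9516 against 234 and 213), and lower was *prpE* (64.0 against 2004 and 417). These were singled out after their values were seen. *tnaA* took 14.4% of its counts. The tables argue against a lower depth of that library, which ranks 3 of 3 from the lowest total count, and against a library of another group under the PME label, as its mean R² with every other group stayed at least 0.0831 under the lowest R² within that group. A culture that differed from the other 2 at harvest, contamination and handling stay open and were not tested, and the design gives no condition that sets this library apart.

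The spread between libraries was highest in the PME comparison (34.1%, against at most 26.8% in the others). Without PME replicate 3 it was 21.8%, within the range of the other comparisons, while it was 32.5% without replicate 1 and 33.6% without replicate 2. This is consistent with 1 library that stands apart as the source of the spread. A more variable response of the cultures to PME was not tested beyond this.

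The genes lowered by all 9 antibiotics might share that fall because the comparisons share control libraries: 7 use the same 3 water libraries and 2 the same 3 ethanol libraries. In 10 simulations of unchanged groups against the same controls, the largest number of genes lowered in all 9 fits was 0, with a mean of 0.178 changed genes per fit and at most 3. At an unadjusted level, 8.52% of genes had the same sign in all 9 simulated comparisons, against 16.4% observed, and log2 fold changes of comparisons with the same control correlated at 0.536 in the simulations and at 0.600 in the data. With so few changed genes in a simulated fit, that 0 was nearly certain and leaves open how far shared control libraries raise the overlap among genes that do change. Of the 43 genes lowered in all 7 comparisons with water, 62.8% were lowered in both comparisons with ethanol, which use other control libraries, against 16.3% of the other genes, and 4.65% were raised in both, against 14.6%. This argues against the shared water libraries as the only source of the 27 genes found by edgeR (38 by DESeq2). Nor does 1 water library account for the fall of the 12 *cys* genes of Table 2: with any water library left out, the median nearest to 0 was -3.31. A response of sulfur metabolism to treatment, or to something else in which all treated cultures differ from the controls, such as growth at harvest, stays open.

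Growth at harvest was examined with a list of 23 genes that rise as stationary phase begins, written by hand. The list does not test slower growth short of stationary phase. Fisher's exact test found the list enriched among lowered genes for 8 antibiotics, all but PME, with medians of -1.76 under CHL, -1.09 under CIP, -1.67 under ERY, -1.90 under TET, -1.19 under CAZ, -1.63 under IPM, -1.72 under MMC and -3.99 under KAN. Between 18 (CIP) and 23 (KAN) of the 23 genes were downregulated under these 8, and at most 1 was upregulated (CAZ and TET). Treated cultures nearer to stationary phase than the controls would show a rise, so these falls argue against that. A fall could come from treated cultures that were harvested further from stationary phase than the controls. Growth at harvest was not measured in the data used here, so this cannot be told apart from a direct effect of the antibiotics on these genes. Under PME the median was 0.61, with 1 gene upregulated and 0 downregulated in edgeR, which argues against a fall of the same kind there (fry, adjusted p = 0.21, higher in the treated group).

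Per antibiotic, the 2 largest rises and the 2 largest falls include genes with no counts in 1 of the groups. For these a lower bound is given, against a floor of 3 counts over the group and on the TMM scale. *ymcE* was at least 19.66-fold higher under CHL and at least 21.72-fold higher under ERY, *napD* at least 11.26-fold higher under CHL, *leuX* and *gfcC* at least 21.06-fold higher under CIP, *ythA* at least 67.55-fold and *ykgQ* at least 43.68-fold higher under TET, *ykgQ* at least 9.53-fold higher under MMC, and *gfcC* at least 9.001-fold higher under MMC and at least 119.2-fold higher under KAN, where *ompG* was at least 108.4-fold higher. *ydgU* was at least 249.3-fold lower under CIP, at least 205-fold lower under CAZ and at least 210.9-fold lower under IPM, *gadA* at least 273.2-fold lower under TET and *rrlA* at least 18.11-fold lower under CHL. With 1 to 3 counts in a group, *rrlC* was 149-fold lower under CHL (95% counting interval 50.6 to 729) and *bdm* 121-fold lower under ERY (21.1 to 4812). *rrlA* and *rrlC* are ribosomal RNA genes. All such genes together held 0.0013% to 0.0023% of the counts of the ethanol libraries, at most 0.0001% under CHL and at most 8.2e-05% under ERY. The falls of *rrlA* and *rrlC* under CHL and ERY are not told apart from this difference in remaining ribosomal RNA. No biological explanation was tested for these genes.

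Where both groups held more than 3 counts, the largest log2 fold changes were *asr* -9.70 under CIP, *cspG* 5.76 and *rrlC* -6.39 under ERY, *gadB* -9.41 under TET, *ygeY* 5.71, *ygeW* 5.20 and *asr* -9.48 under CAZ, *ygaP* 5.10, *ygaV* 4.91 and *asr* -9.91 under IPM, *tap* 4.43, *ygaV* 4.00, *cysW* -6.42 and *cysI* -6.30 under PME, *asr* -9.42 and *ydgU* -6.79 under MMC, *hdeA* -10.20 and *asr* -10.07 under KAN. Of these, *rrlC* under ERY and *ydgU* under MMC rest on few counts, at most 3 and 5 in a treated library, and with 1 library left out ran from -7.63 to -5.85 and from -8.48 to -6.28. With 1 library left out, *tap* under PME ran from 3.58 to 4.85, and without water replicate 1, 2 or 3 it was not called.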
